# Genetic and pharmacologic inhibition of ALDH1A3 as a treatment of β-cell failure

**DOI:** 10.1038/s41467-023-36315-4

**Published:** 2023-02-02

**Authors:** Jinsook Son, Wen Du, Mark Esposito, Kaavian Shariati, Hongxu Ding, Yibin Kang, Domenico Accili

**Keywords:** Type 2 diabetes, Reprogramming, Mechanisms of disease, Differentiation

## Abstract

Type 2 diabetes (T2D) is associated with β-cell dedifferentiation. Aldehyde dehydrogenase 1 isoform A3 (ALHD1A3) is a marker of β-cell dedifferentiation and correlates with T2D progression. However, it is unknown whether ALDH1A3 activity contributes to β-cell failure, and whether the decrease of ALDH1A3-positive β-cells (A+) following pair-feeding of diabetic animals is due to β-cell restoration. To tackle these questions, we (i) investigated the fate of A+ cells during pair-feeding by lineage-tracing, (ii) somatically ablated ALDH1A3 in diabetic β-cells, and (iii) used a novel selective ALDH1A3 inhibitor to treat diabetes. Lineage tracing and functional characterization show that A+ cells can be reconverted to functional, mature β-cells. Genetic or pharmacological inhibition of ALDH1A3 in diabetic mice lowers glycemia and increases insulin secretion. Characterization of β-cells following ALDH1A3 inhibition shows reactivation of differentiation as well as regeneration pathways. We conclude that ALDH1A3 inhibition offers a therapeutic strategy against β-cell dysfunction in diabetes.

## Abstract (web summary)

β-cell dedifferentiation is a key feature of type 2 diabetes. Here, the authors show evidence of re-differentiation of de-differentiated β-cells and identify ALDH1A3 as a key player in this process, proposing inhibition of ALDH1A3 as a treatment method for β-cell dysfunction in diabetes.

## Introduction

Insulin secretion by pancreatic β-cells is a fundamental component of glucose homeostasis^1,2^. β-cells respond to metabolic demand by increasing insulin production and/or cell mass^3^. However, chronic metabolic stress^4^ leads to a decline in β-cell function and mass that contributes to the development of type 2 diabetes (T2D)^5^. β-cell dedifferentiation is a key mechanism underlying β-cell failure^6^ whereby β-cells lose their identity and dedifferentiate into non-functional endocrine progenitor-like cells^7–9^. In T2D patients, 4 weeks of a low-calorie diet can restore glucose control and chronic adoption of this diet can lead to lasting benefits on glycemia^10–15^. Similarly, when diabetic *db/db* mice are pair-fed to wildtype littermate levels, glycemia declines and insulin secretion increases^16^. These observations in humans and rodents are consistent with the possibility that β-cell function can be restored. Lineage-tracing experiments also support this idea^17–20^. In addition, CRISPR-mediated functional studies in human islets show that the T2D transcriptional signature can be reversed by targeted inhibition of a key master regulator of dedifferentiation, BACH2^21^.

ALDH1A3 (also known as RALDH3) is a marker of β-cell dedifferentiation in murine^22^ and human T2D^8,9^. A+ β-cells show reduced insulin secretion compared to ALDH1A3-negative (A–) β-cells^22^. Importantly, the number of A+ cells decreases significantly upon pair-feeding, suggesting that ALDH1A3 activity is dynamically correlated to β-cell function^16^. However, it is not known whether this is due to redifferentiation of A+ to functional, mature A– cells or death of A+ cells followed by β-cell generation. Most importantly, the strong inverse correlation between ALDH1A3 expression and β-cell function raises the question of whether ALDH1A3 activity drives β-cell dysfunction.

Here we generated two animal models to address these questions: (i) we engineered an ALDH1A3-Cre^ert^ knock-in allele for lineage-tracing of A+ cells; (ii) to investigate the role of ALDH1A3 in dedifferentiating β-cells, we somatically deleted it in this cell type. Lineage-tracing experiments demonstrate that A+ cells can convert back to mature, functional A– cells following pair-feeding. Furthermore, β-cell-specific knockout of *Aldh1a3* in *db/db* mice lowered glucose levels and increased insulin secretion in vivo and ex vivo. To support these conclusions and validate the translational relevance of these findings, we administered a novel selective ALDH1A3 inhibitor, KOTX1, to *db/db* or diet-induced diabetic mice (DIO) as well as human T2D islets, and show that it improved glucose control, increased insulin secretion, and enhanced glucose tolerance.

To understand the mechanism of β-cell restoration, we surveyed mRNA expression. Remarkably, we observed that Aldh1a3 KO β-cells activated pancreatic regeneration and β-cell proliferation pathways, including the Reg gene family, and increased β-cell proliferation in a retinoic acid (RA)-dependent fashion.

The findings that A+ β-cells can be converted to mature, functional β-cells by pair-feeding, and that genetic or pharmacologic inhibition of ALDH1A3 can improve β-cell dedifferentiation and dysfunction nominate ALDH1A3 as a potential therapeutic target in the treatment of T2D.

## Results

### Lineage-tracing ALDH1A3-positive β-cells

Expression of ALDH1A3 increases with β-cell dedifferentiation^22^, and decreases under pair-feeding in *db/db* mice^16^. However, these experiments do not demonstrate whether A+ cells revert to mature, functional A– cells, or die and are replaced by new β-cells. To answer this question, we generated *Aldh1a3-Cre*^*ert*^ mice harboring a tamoxifen-activable Cre (Cre^ert^) knocked into the *Aldh1A3* locus for lineage-tracing experiments (Fig. 1A). To introduce a fluorescent reporter gene to monitor Aldh1a3 expression, we crossed *Aldh1a3*^*+/CreERT*^ with *Rosa26-lox-STOP-lox-YFP (R26R-YFP)* mice to generate *Aldh1a3-Cre*^*ert*^:R26R-YFP double knock-in mice. Finally, we backcrossed the double knock-in onto a *db/db* background to generate *Aldh1a3*^*+/CreERT*^*:YFP*^*fl/+*^*:Lepr*^*db/db*^ mice and monitor the fate of A+ cells in response to pair-feeding. First, we assessed the efficiency of labeling A+ cells by administering tamoxifen to *Aldh1a3-Cre*^*ert*^ *db/db* mice for 5 days (Fig. 1B). We scored >20% of pancreatic islet cells as YFP+ (Supplementary Fig. 1A), demonstrating the efficiency of lineage-tracing. In separate cohorts of *Aldh1a3-Cre*^*ert*^ *db/db* and control mice, we administered tamoxifen then pair-fed them for 4 weeks (Fig. 1B–F). Consistent with previous findings, we observed lower fasting glucose and improved GTT in ~2/3 of pair-fed animals (*Pair-fed responder)* (Fig. 1C and Supplementary Fig. 1B) compared to ad libitum-fed (*ad lib*) *db/db* mice, whereas ~1/3 mice did not respond to pair-feeding (*pair-fed non-responder*)^16^.

**Fig. 1:**
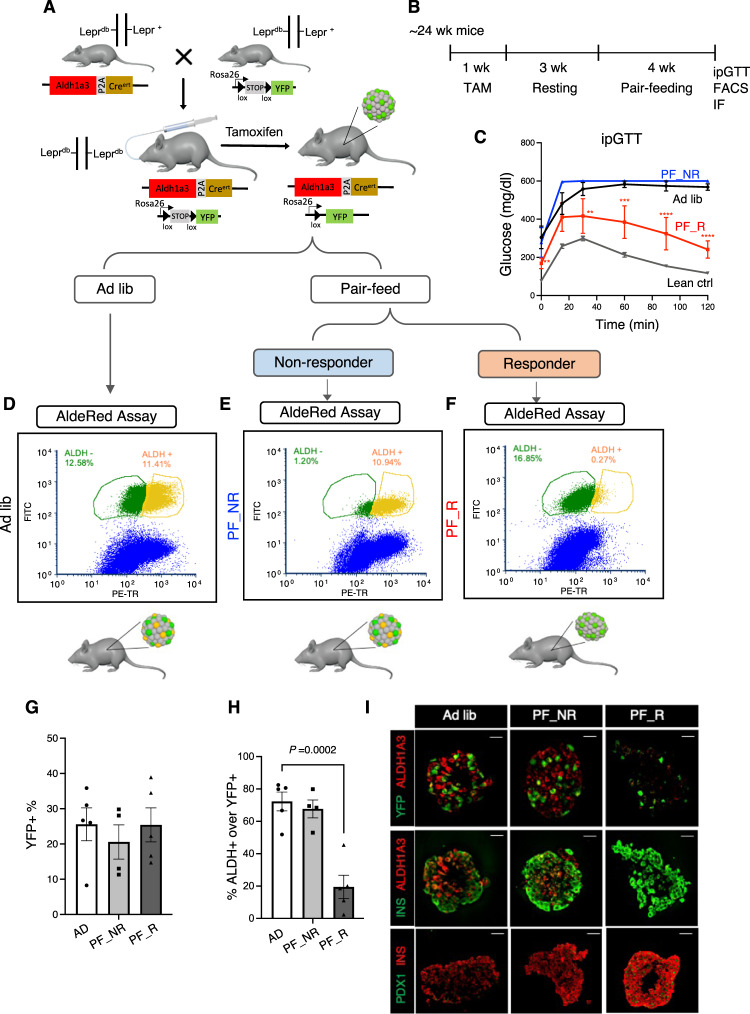
A+ β-cells are converted to A– β-cells. **A** Generation of *Aldh1a3-Cre*^*ert*^*:YFP*^*fl/+*^ *db/db* mice and tracing of A+ cells in *db/db* mice during pair-feeding. **B** Schematic drawing of the experimental procedure. **C** IPGTT after 4 weeks of pair-feeding (*n* = 6, 5, 4 or 10 for ad lib, PF_R (*Pair-fed responder)*, PF_NR (*Pair-fed non-responder)* or lean mice. Data are expressed as means ± SEM. Two-way ANOVA with multiple comparison test was used for statistical analysis. The *P* value was 0.0097, 0.0077, 0.0002 for time points 0, 30, or 60 min and *P* < 0.0001 for 90 and 120 min in comparison of ad lib with PF_R. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **D**–**F** FACS to detect lineage-traced A+ cells before Pair-feeding (YFP+) and cells with ongoing ALDH1A3 activity (Red+) in *Ad lib* (**D**), PF_NR (**E**) or PF_R (**F**). **G**, **H** Quantification of YFP+ (**G**) cells or YFP+/ongoing ALDH1A3+ cells (**H**). All data are expressed as means ± SEM for *n* = 5, 4, or 5 biologically independent samples per group. One-way ANOVA with multiple comparison test was used for statistical analysis. **I** Immunofluorescent staining for ALDH1A3, YFP, PDX1 and Insulin using isolated islets in each condition as in (**A**). Representative immunofluorescence images of *n* = 4 mice per group. Scale bars: 20 μM. Source data are provided as a Source Data file.

To assess the conversion of A+ cells into A– cells following pair-feeding, we isolated islets from each group of pair-fed animals and incubated them with AldeRed, an ALDH-activatable red fluorescent substrate^23^ that labels cells possessing active ALDH1A3. This labeling strategy combined with the YFP reporter distinguishes A+ cells that have reverted to A– cells (YFP+/Red–) from A+ cells with ongoing ALDH1A3 activity (YFP+/Red+) (Fig. 1D–F). We set ALDH+ population gates using N,N Diethylaminobenzaldehyde, a broad ALDH enzymatic inhibitor (Supplementary Fig. 1C) and quantified each population by flow cytometry. The number of YFP+ cells was comparable (~25%) in pair-feeding responders, pair-feeding non-responders, and *ad lib* conditions (Fig. 1G). These data indicate that cell death cannot account for the decrease in A+ cells in pair-feeding responders. In contrast, AldeRed+ cells were significantly lower in responders compared to non-responders or *ad lib* mice (Fig. 1D–H), consistent with prior results^16^. Most interestingly, ~80% of YFP+ cells lacked detectable ALDH activity in responders (Fig. 1H), showing that A+ cells converted back to A– cells (Red–) as a result of pair-feeding (Fig. 1A–H). These data indicate that dedifferentiated β-cells can re-differentiate.

We tested this striking finding by immunofluorescence (Fig. 1I). Consistent with the FACS data, *Pair-fed responders* showed YFP+ cells without ALDH1A3 protein expression whereas *pair-fed non-responders* and *ad lib db/db* showed double-positive YFP+/ALDH1A3 cells (Fig. 1I). Furthermore, YFP+/A– cells showed increased insulin content, PDX1 expression (Fig. 1I), and insulin secretion (Supplementary Fig. 1D), supporting the conclusion that A+ cells can be converted back to functional, mature A– β-cells. Therefore, lineage tracing of A+ cells demonstrates that improvement of diabetes in *Pair-fed responder db/db* mice is associated with reversal of ALDH1A3 activation, whereas worsening β-cell failure is associated with an increase in A+ cells.

### Aldh1a3 KO in β-cells restores β-cell function

The increase in insulin content and secretion in A+ cells reconverted to A– cells after pair-feeding suggests that ALDH1A3 plays a role in β-cell dedifferentiation and/or dysfunction. ALDH1A3 ablation may therefore improve or reverse diabetes in mice. To test this hypothesis, we generated somatic ablation of *Aldh1a3* in β-cells *(RIP-Cre*^*herr*^*:Aldh1a3*^*fl/fl*^*: tdT*^*fl/+*^) using *RIP-Cre*^*herr*^ with a β-cell-restricted pattern of recombination^24^ (Supplementary Fig. 2A). We backcrossed this allele onto a *db/db* background to generate *β-*cell-specific *Aldh1a3 KO_db/db* mice *(RIP-Cre*^*Herr*^*:Aldh1a3* ^*fl/fl*^*:tdT*^*fl/+*^*:Lepr*^*db/db*^).

Immunohistochemistry and mRNA measurement in sorted β-cells confirmed ALDH1A3 ablation (Supplementary Fig. 2B, C). *β-Aldh1a3 KO_db/db* showed increased insulin expression compared to *db/db* controls (Supplementary Fig. 2B, C). To assess the effect of *β-Aldh1a3 KO_db/db* on glucose homeostasis, we measured fasting and refed glycemia. *β-Aldh1a3 KO_db/db* maintained fasting glucose levels comparable to *db/+* (*RIP-Cre*^*Herr*^*:Aldh1a3*^*fl/+*^*:tdT*^*fl/+*^*:Lepr*^*db/+*^*)* and had lower glucose levels than *db/db* mice (*RIP-Cre*^*Herr*^*:Aldh1a3*^*fl/+*^*:tdT*^*fl/+*^*:Lepr*^*db/db*^*)* upon refeeding (Fig. 2A). Furthermore, *β-Aldh1a3 KO_db/db* mice demonstrated significantly improved glucose tolerance during IPGTT (Fig. 2B). Plasma insulin levels were higher in *β-Aldh1a3 KO_db/db* compared to *db/db* mice (Fig. 2C), suggesting that improved β-cell function underlies the improved glucose control. Ex vivo glucose-stimulated insulin secretion (GSIS) assays confirmed this finding, as *β-cell Aldh1a3 KO_db/db* islets secreted 50% more insulin in response to 16.8 mM glucose than *db/db* or db/+ islets (Fig. 2D). Immunohistochemistry demonstrated increased PDX1, NKX6.1^22^, E-Cadherin^25,26^ and MAFA levels in *β-Aldh1a3 KO_db/db* islets (Fig. 2D and Supplementary Fig. 2D, E). These findings indicate that ablating ALDH1A3 in diabetic animals improves β-cell function and maturity, resulting in lower glycemia and higher insulin secretion.

**Fig. 2:**
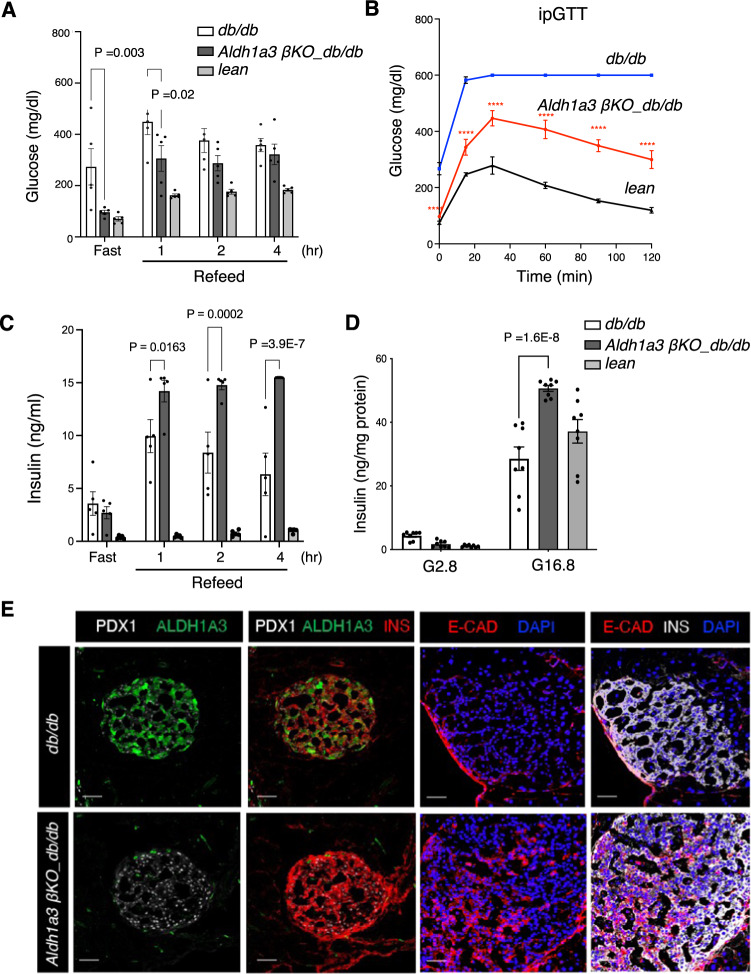
β-Aldh1a3 KO improves diabetic phenotypes. **A** Glucose levels in fasted and refed 12-week-old male mice (*n* = 5 mice per genotype). **B** IPGTT in 20-week-old mice (*n* = 5 per genotype). The *P* value was 1.6E–8, 1.0E–15, 2.6E–7, 3.3E–10, 1.0E–15, or 1.0E–15, for each time point in comparison of Aldh1a3 KO_*db/db* with *db/db* mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **C** Plasma insulin levels in fasted and refed 12-week-old male mice (*n* = 5 per genotype). **D** Insulin secretion in islets from β-Aldh1a3 KO_*db/db*, lean or *db/db* mice. ANOVA was performed between the two groups (*n* = 8 per group). **E** Immunofluorescent staining of PDX1, INS, E-Cadherin and ALDH1A3 in β-Aldh1a3 KO_*db/db* or *db/db* mice. Representative immunofluorescence images of *n* = 3 mice per group. Scale bars: 50 μM. All data are expressed as means ± SEM. Two-way ANOVA with multiple comparison test was used for statistical analysis for (**A**–**D**). Source data are provided as a Source Data file.

### Pharmacological inhibition of ALDH1A3 improves diabetes

Data presented thus far show that diet-induced or genetic decreases of ALDH1A3 expression enhance β-cell function and maturity. We next tested whether acute ablation of ALDH1A3 activity through pharmacological inhibition of ALDH1A3 can produce similar effects. Whereas covalent, pan-ALDH inhibitors such as n,n,DEAB inhibit ALDH1A3 in vitro, there are no currently known ALDH1A3 selective inhibitors optimized to effectively inhibit ALDH1A3 in vivo. KOTX1 is a novel ALDH1A3 inhibitor that has been optimized for in vivo treatment^27^; KOTX1 is non-cytotoxic (Supplementary Fig. 3A) and reversible (Supplementary Fig. 3B), and it exhibits low nanomolar inhibition constants for ALDH1A3 (cellular IC_50_ 5.1 nM) (Fig. 3A, B and Supplementary Fig. 3C). Importantly, KOTX1 does not inhibit the closely related ALDH1A1 or ALDH2 isoforms (Supplementary Fig. 3D), which have been implicated in various metabolic and neurological pathways^28^. To examine the ability of KOTX1 to inhibit ALDH1A3 activity in vivo, we administered KOTX1 at 40 mg/kg/day to *db/db* animals by oral gavage for 1 week and isolated islets to measure ALDH1A3 activity using AldeRed^23^. Islets from vehicle-treated *db/db* mice showed elevated AldeRed activity (Supplementary Fig. 4A) that was completely abolished upon the addition of 10 uM KOTX1 to the AldeRed assay buffer (Supplementary Fig. 4B). In ex vivo culture, islets from KOTX1-treated *db/db* mice increased insulin secretion in response to glucose compared to islets from vehicle-treated controls (Supplementary Fig. 4C).

**Fig. 3:**
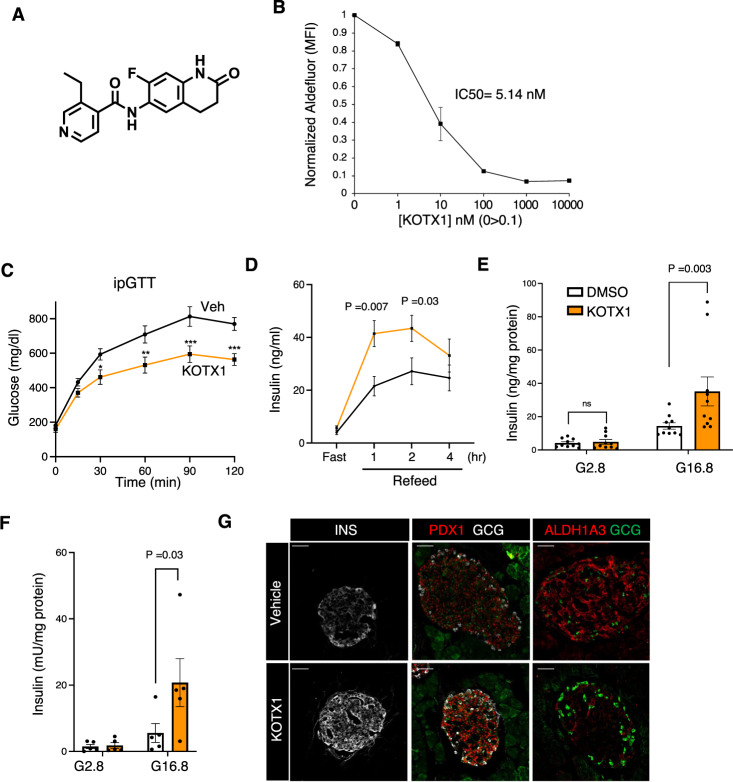
ALDH1A3 inhibitors improve β-cell function. **A** KOTX1 structure. **B** KOTX1 activity was measured by Aldefluor assay in A375 cells. **C** IPGTT after 4 weeks of treatment. The *P* value was 0.0154, 0.0012, 8.4E–5, or 0.0002, for 30, 60, 90 or 120 min in comparison of KOTX1 with vehicle. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (*n* = 12 mice per group). **D** Plasma insulin levels in *db/db* mice treated with KOTX1 after 16-h fasting or refeeding (*n* = 12 mice per group). **E** Insulin secretion in islets from *db/db* mice following 3 days in vitro treatment with 10 μM KOTX1 (*n* = 10 per group). **F** Insulin secretion in islets from T2D donors treated with KOTX1 as in (**E**) (*n* = 5 per group). **G** Immunofluorescence for Insulin, ALDH1A3, and PDX1 in *db/db* mice treated with KOTX1. Representative immunofluorescence images of *n* = 5 mice per group. Scale bars: 50 μM. All data are expressed as means ± SEM. Two-way ANOVA with multiple comparison test was used for statistical analysis for (**A**–**F**). Source data are provided as a Source Data file.

These data suggest that ALDH1A3 inhibition can have a disease-modifying effect in T2D models. To test this hypothesis, we compared the effect of KOTX1 on reversibility of β-cell dysfunction and dedifferentiation. We administered KOTX1 by oral gavage to 5-month-old diabetic *db/db* mice at 40 mg/kg/day for 4 weeks. We next performed IGTTs and found that KOTX1-treated *db/db* mice had improved glucose tolerance (Fig. 3C and Supplementary Fig. 4D). Importantly, plasma insulin levels increased in KOTX1- vs. vehicle-treated mice upon refeeding (Fig. 3D and Supplementary Fig. 4E). This is consistent with the results of the pair-feeding and genetic *β-Aldh1a3 KO_db/db* studies and indicates that KOTX1 improves β-cell function. We found no changes in body weight or food intake between KOTX1- and vehicle-treated *db/db* mice (Supplementary Fig. 4F, G). It is however possible that these effects can be partly accounted for by KOTX1 acting in other tissues. Thus, to analyze the direct effect of KOTX1 on β-cells, we examined islets from *db/db* mice or human diabetic donors. In both instances, treatment with KOTX1 resulted in ~50–150% increase of glucose-stimulated insulin secretion, respectively (Fig. 3E, F and Supplementary Fig. 4H). Immunohistochemistry further showed increased PDX1 and insulin (Fig. 3G), and both FACS and Immunohistochemistry analyses demonstrated decreased ALDH1A3 activity and expression, respectively (Fig. 3G and Supplementary Fig. 4I), supporting the notion that in vivo KOTX1 treatment restores β-cell function and maturity.

Next, we extended our studies to a model of diet-induced obesity (DIO) that more closely resembles clinically relevant T2D. To avoid the potential impact of daily gavaging in this diet-dependent model, we formulated KOTX1 into the high-fat diet (HFD) at a daily equivalent dose of 40 mg/kg (270 ppm). Pharmacokinetic analysis of serum from mice exposed to this diet for 5 days conducted at peak (nighttime) and trough consumption (afternoon) confirmed that this formulation resulted in sufficient exposure to KOTX1 (Supplementary Fig. 5A). Plasma KOTX1 levels were greater than 10-fold higher than the cellular IC_50_ even at trough conditions (Supplementary Fig. 5B), indicating that this dose effectively inhibited ALDH1A3 throughout the course of the experiment (Supplementary Fig. 5B). We fed 8-week-old mice HFD for 8 weeks, then randomized mice to either control diet, a diet containing rosiglitazone (positive control) or the diet with KOTX1 (KOTX1_HFD) for 4 weeks and monitored glucose levels throughout. Starting at week 1, we observed lower glucose in KOTX1- treated mice compared to the vehicle control (Fig. 4A). This effect was maintained throughout treatment, whereas vehicle-treated mice (Ctrl-HFD) showed gradually increasing glucose levels (Fig. 4A). We found no changes in weight or food intake in the KOTX1 diet compared to vehicle and Rosi diets (Supplementary Fig. 5B, C). While both KOTX1 and Rosi lowered glucose, only KOTX1 increased *ad lib* and refed insulin levels (Fig. 4B and Supplementary Fig. 5D). These data are consistent with the expectation that KOTX1 improves β-cell function as measured by insulin secretion, while rosiglitazone promotes insulin sensitivity. Furthermore, KOTX1 enhanced glucose tolerance as compared to Ctrl-HFD mice (Fig. 4C, 4D). Again, only in KOTX-HFD were insulin levels elevated during the IPGTT (Fig. 4E). Lastly, we investigated the persistence of the glucose-lowering effect of KOTX1. KOTX1–HFD mice maintained lower glucose levels for ~3 weeks following the withdrawal of KOTX1 (Fig. 4F), suggesting that there is a long-lasting recovery of β-cell function following ALDH1A3 inhibition. These findings are consistent with *β-Aldh1a3 KO_db/db* and pair-fed *db/db* studies (Figs. 1 and 2) and support the conclusion that inhibiting ALDH1A3 improves β-cell function.

**Fig. 4:**
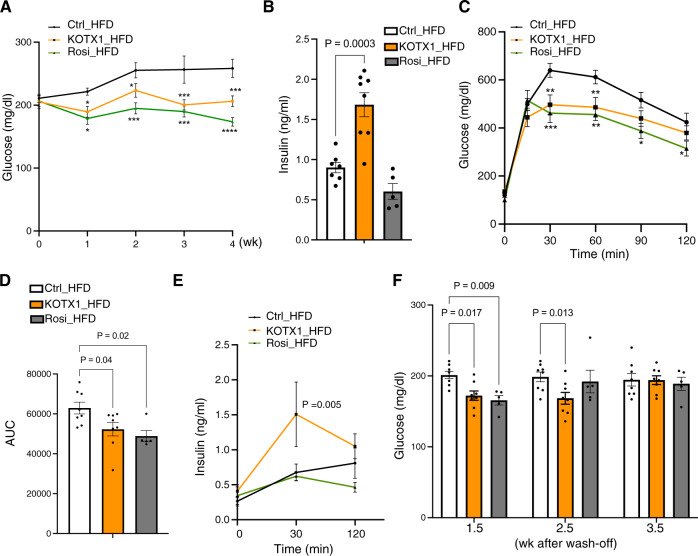
KOTX1 treatment in DIO model. **A** Non-fasting glucose in male DIO mice treated with KOTX1-, Rosi- or control for 4 weeks. Data are expressed as means ± SEM for *n* = 8, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD. Two-way ANOVA with multiple comparison test was used for statistical analysis. The *P* value was 0.036, 0.036, 0.0003, or 0.0008, for 1, 2, 3 or 4 weeks in comparison of KOTX1 with vehicle. In comparison of Rosi with vehicle, the p value was 0.015, 0.0007, 0.0002, or 0.00001, for 1, 2, 3 or 4 weeks of treatment. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **B** plasma insulin in male DIO mice treated with KOTX1-, Rosi- or control for 4 weeks. Data are expressed as means ± SEM for *n* = 7, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD. One-way ANOVA with multiple comparison test was used for statistical analysis. **C** IPGTT in male DIO mice treated with KOTX1-, Rosi- or control for 4 weeks. Data are expressed as means ± SEM for *n* = 8, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD. Two-way ANOVA with multiple comparison test was used for statistical analysis. The *P* value was 0.002 or 0.007 at 30 or 60 min in comparison of KOTX1 with vehicle. In comparison of Rosi with vehicle, the p value was 0.0007, 0.0032, 0.0169, or 0.0467 at 30, 60, 90 or 120 min. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **D** Quantification of areas under the curve for the IPGTT experiments in (**C**). Data are expressed as means ± SEM for *n* = 8, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD. One-way ANOVA with multiple comparison test was used for statistical analysis. **E** Plasma insulin during IPGTT. Data are expressed as means ± SEM (*n* = 7, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD). Two-way ANOVA with multiple comparison test was used for statistical analysis. **F** Non-fasting glucose in KOTX1-, Rosi- or vehicle-treated HFD fed during washout experiments after 4-week treatment. Data are expressed as means ± SEM for *n* = 8, 8, or 5 for vehicle-control, KOTX1 or Rosi-HFD. Two-way ANOVA with multiple comparison test was used for statistical analysis. Source data are provided as a Source Data file.

### Cellular and molecular pathways of ALDH1A3 function in β-cells

To understand the mechanism by which ALDH1A3 affects β-cell function and maturity, we performed RNA-seq on sorted β-cells from *β-Aldh1a3 KO_db/db* and two control groups, *db/+* and *db/db* mice (Fig. 5A–C and Supplementary Fig. 6A). 

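Poly-A libraries of sorted β-cells from 2 Aldh1a3 KO_db/db, 2 db/db and 3 db/+ mice were sequenced, with 1 library per mouse. db/db mice lack a functional leptin receptor and become obese and diabetic, and db/+ mice are lean carriers. The authors deposited the counts that kallisto estimated for each gene on GRCm38, rounded to whole numbers and not normalized, for 35013 gene symbols, of which 14637 were at 0 in all 7 libraries. kallisto divides a read that fits several transcripts among them, so the counts of near-identical genes are uncertain. The total count was 27496645 and 35852785 in the KO_db/db libraries, 28350662 and 34006204 in the db/db libraries, and 28126300, 31355436 and 33059656 in the db/+ libraries. A gene with 3 counts, taken as the detection floor, had between 0.0717 and 0.123 CPM, on a scale set by the TMM method of edgeR. Each pair of groups was fitted on its own libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after genes with low counts were removed by filterByExpr, and fold changes are those of the first group named over the second. For a single value, 2 mice against 2 cannot give a two-sided exact permutation p below 0.333.

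Aldh1a3 (ENSMUSG00000015134.15) lies on chromosome 7 of GRCm38 from 66390890 to 66427517. Its level was 4.97 and 7.89 CPM in the KO_db/db libraries, 98.5 and 194 CPM in the db/db libraries, and 0.205, 0.0730 and 0.589 CPM in the db/+ libraries. The log2 fold change in KO_db/db against db/db was -4.50 (standard error 0.43, adjusted p = 0.0445 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared to db/+, Aldh1a3 was higher in db/db by 8.92 on the log2 scale (standard error 0.55, adjusted p = 0.000408 from the same test of edgeR) and in KO_db/db by 4.44 (standard error 0.64, adjusted p = 0.00327 from edgeR).

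Ins1 and Ins2 took 24.4% and 23.4% of the counts in the KO_db/db libraries, 23.5% and 21.8% in the db/db libraries, and 32.2%, 33.0% and 36.1% in the db/+ libraries. A list of 42 genes of pancreatic acinar cells took 17.8% (95% Wilson interval 17.82% to 17.85%) and 2.02% (2.01% to 2.02%) of the counts in the KO_db/db libraries. In the db/db libraries the same genes took 0.0578% (0.0569% to 0.0587%) and 0.0377% (0.0370% to 0.0383%), and in the db/+ libraries between 0.00705% and 0.0341%. These intervals cover counting error only. The methods describe male and female mice. The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d had 2911 counts together in the db/+ library of mouse 3 and between 20 and 79 in each other library.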

Hierarchical cluster analysis revealed that the gene profiles of *Aldh1a3* KO_β-cells are more similar to those of *db/+* lean mice than those of *db/db* (Supplementary Fig. 6B). This further supports our notion that inhibiting Aldh1a3 in *db/db* recovered the signature of β-cell identity. 

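Distances between libraries were taken over the 13789 genes that passed the filter on the 3 groups, as Euclidean distances of log2 CPM with a prior count of 2. The mean distance from the KO_db/db libraries was 143 to the db/+ libraries and 125 to the db/db libraries, a ratio of 1.14. The ratio was 1.12 for the first KO_db/db library and 1.18 for the second. Single distances ran from 125 to 165 between KO_db/db and db/+ and from 100.3 to 149 between KO_db/db and db/db, so the pooled ranges overlapped. Within each KO_db/db library they did not. Mouse 1 lay 130.1 and 149.0 from the db/db libraries and between 149.9 and 164.8 from the db/+ libraries. Mouse 2 lay 100.3 and 120.1 from db/db and between 125.3 and 138.2 from db/+. The mean distance between db/db and db/+ was 147, and replicates of a group lay between 80.6 and 89.0 apart. Complete linkage joined the KO_db/db and db/db libraries in 1 branch and the db/+ libraries in the other. Linear CPM moved the ratio most, to 2.31. Over the 500 genes with the largest variance the ratio was 1.10, and the tree parted the KO_db/db libraries from the other two groups, as it also did without the db/+ library of mouse 2 (ratio 1.16). The paper's methods name 50 genes most upregulated in KO_db/db against db/db, or in db/db against db/+, for the heatmap of Supplementary Fig. 6B. Both sets were tried after the values were seen and were chosen on these same libraries. Over the first the ratio was 1.22. Over the 50 genes most upregulated in db/db against db/+ it was 0.674, and the KO_db/db libraries joined the db/+ libraries.

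The first principal component held 47.6% of the variance and placed the db/+ libraries between 61.2 and 74.1, and the KO_db/db and db/db libraries between -57.6 and -39.5. The second held 26.6% and placed the KO_db/db libraries at 75.0 and 33.0, the db/+ libraries between -11.3 and 11.8, and the db/db libraries at -69.3 and -40.6.

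**Figure D1:**
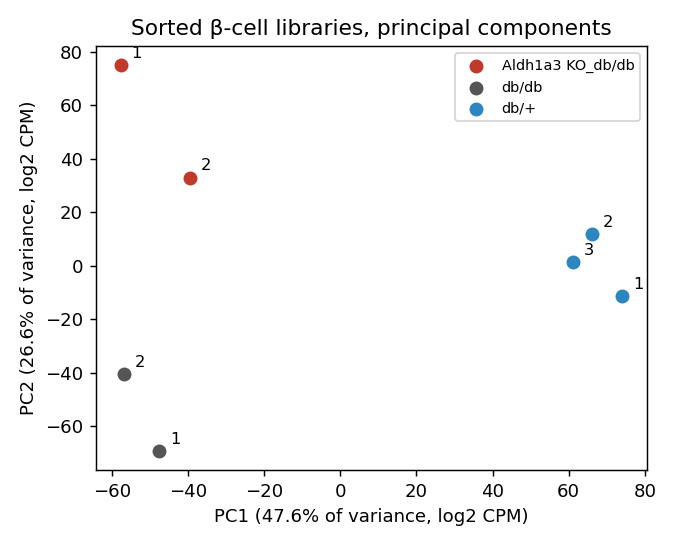
Principal components of log2 CPM of the 7 libraries, with the first component on the x axis and the second on the y axis. Each point is a library, coloured by group and numbered by mouse. The db/+ libraries lie above 61.2 on the first component, and the other libraries lie below -39.5 or at it.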

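Expression of β-cell identity was read from a list of 25 genes, among them Ins1, Ins2, Pdx1, Nkx6-1, Mafa, Slc2a2 and Ucn3. In db/db against db/+ the median log2 fold change of the list was -0.83, 5 of the 25 genes were higher, and 19 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between KO_db/db and db/db the median was 0.26, 21 of the 25 genes were higher, and 3 genes (Trpm5, Npr1 and Ucn3) passed the same threshold, or 7 when adjusted over the list alone. The median stayed between 0.26 and 0.37 in the fits that each left out 1 library. Relative to db/+, KO_db/db had a median of -0.56, with 7 genes higher and 15 past the threshold (16 over the list alone).

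The test camera, with a preset correlation of 0.01 between genes and adjustment over 19 lists, gave the list an adjusted p of 1.07e-07 in KO_db/db against db/db. With fry the adjusted p was 0.135 and with an estimated correlation 0.351, and no list passed 0.05 in this comparison with either. Neither insulin gene passed the threshold. Ins1 rose by 1.02 on the log2 scale in KO_db/db against db/db (standard error 0.48, adjusted p = 0.297 from edgeR) and Ins2 by 0.18 (standard error 0.33, adjusted p = 0.778 from edgeR). Without the db/db library of mouse 2 the rise of Ins1 was 0.53, and without that of mouse 1 it was 1.75. Ins2 had a negative fold change, -0.27, in the fit with the acinar genes as a covariate, and -0.0424 without the KO_db/db library of mouse 1.

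Of the 2407 genes lower in db/db than in db/+, 1414 were also lower in KO_db/db than in db/+, 974 were not called and 19 were higher. Of the 2662 genes higher in db/db, 2488 were tested in KO_db/db, and 1659 of these were also higher there. Both comparisons use the db/+ libraries. Over both directions, 3073 genes were called the same way in both. In 20 simulations all libraries were drawn around the db/+ means, which gave between 0 and 1. With no group changed hardly any gene can be called, so the simulations do not show how much the shared libraries add. The paper states that its hierarchical clustering gives further support to the notion of a recovered signature of β-cell identity.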

When we compared differentially expressed (DE) genes between *Aldh1a3* KO_*db/db* and *db/+* β-cells, and between *db/db* and *db/+* β-cells (Supplementary Data 1), we detected increases in gene expression involved in insulin secretion, glucose response, and cell surface receptor signaling, including MafA, Slc30a8, and Npr1^29,30^ commonly found in *Aldh1a3* KO and *db/+* β-cells compared to *db/db* (Supplementary Data 1). qPCR analyses further support a significant increase of MafA and Slc30a8 in *Aldh1a3* KO and *db/+* β-cells compared to *db/db* β-cells (Fig. 5A). 

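In KO_db/db against db/db, 43 of 13486 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 17 were higher and 26 lower, and 2814 genes had an unadjusted p under 0.05. The count moved most without the filter on low counts, to 1570, and DESeq2 gave 1371. In db/db against db/+ 5069 of 13406 genes passed, and in KO_db/db against db/+ 5081 of 13228. Of the genes lower in db/db than in db/+, 15 were higher in KO_db/db than in db/db, and of those higher in db/db, 24 were lower in KO_db/db. The number called in the same direction in both comparisons was 0. Both comparisons share the db/db libraries. In 20 simulations all libraries were drawn around the db/db means, so that no group differed from another. They gave between 0 and 1 gene of the first kind and 0 of the second. With no group changed hardly any gene can be called, so these counts do not measure what the shared libraries add. Across genes, the log2 fold change of KO_db/db against db/db correlated with that of db/+ against db/db (r = 0.541). The same simulations gave between 0.515 and 0.584. Genes with opposite signs in KO_db/db against db/db and in db/db against db/+ made up 63.5%. The simulations gave more, between 67.5% and 68.6%. They leave out the difference between db/db and db/+ too, so they cannot tell whether KO_db/db moved towards db/+. Genes are not independent replicates.

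Mafa (chromosome 15 of GRCm38, 75745490 to 75748228) had 383 ± 2.59 CPM (SD, n = 2) in KO_db/db, 74.9 ± 24.4 (SD, n = 2) in db/db and 388 ± 52.9 (SD, n = 3) in db/+. Its log2 fold change in KO_db/db against db/db was 2.35 (standard error 0.26, adjusted p = 0.0538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the alternatives gave adjusted p between 6.58e-19 and 0.529. Slc30a8 (chromosome 15, 52295553 to 52335798) had 464 ± 73.9 CPM (SD, n = 2) in KO_db/db, 166 and 182 CPM in the db/db libraries and 799.8 ± 19.1 (SD, n = 3) in db/+. It rose by 1.41 in KO_db/db against db/db (standard error 0.19, adjusted p = 0.0739 from edgeR, with alternatives between 8.77e-12 and 0.954). DESeq2, the fit without the filter and the fit of all 7 libraries called both genes. The highest adjusted p of both came from the fit with the acinar covariate, which called no gene in this comparison, Aldh1a3 included. Without that fit the highest adjusted p from edgeR was 0.0939 for Mafa and 0.129 for Slc30a8, with the mouse number as a block. With this block the adjusted p of Npr1 from edgeR was 0.0941. Npr1 (chromosome 3, 90450591 to 90465866) rose by 2.02 (standard error 0.19, adjusted p = 0.0445 from edgeR, with alternatives between 3.54e-10 and 0.771), from 3.73 ± 0.373 CPM (SD, n = 2) in db/db to 15.2 ± 0.865 (SD, n = 2). Against db/+, the log2 fold change in db/db was -2.38 for Mafa, -2.21 for Slc30a8 and -1.97 for Npr1, with adjusted p from edgeR of 0.00109, 0.000325 and 0.00207. Between KO_db/db and db/+ it was -0.01 for Mafa, with either sign across the alternatives, -0.78 for Slc30a8 and 0.08 for Npr1 (-0.0807 without the db/+ library of mouse 2).

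Among genes past the threshold with at least 10 CPM and no overlap between the groups, the largest rises were those of Tpm3-rs7 (7.45 on the log2 scale), Trpm5 (3.83), Fam151a (3.53), Lpl (3.12) and Tmem215 (2.38). The largest falls were those of Gdf10, which was at least 186-fold lower and under the detection floor in KO_db/db, Clmp (-5.43), Slc1a1 (-4.87), Aldh1a3 and Rps13 (-3.85). The bound of Gdf10 uses the mean of the db/db libraries, which had 32.7 and 13.1 CPM, and would be lower without the db/db library of mouse 1. Tpm3-rs7 and Rps13 have near-identical copies in the genome, so their counts are uncertain.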

Given that *β-Aldh1a3 KO_db/db* mice are still exposed to the insulin resistance imposed by the *Lepr* mutation, we were interested in understanding how *Aldh1a3* KO β-cells respond to sustained metabolic stress. To gain insight into this process, we performed Gene ontology (GO) analysis on DE genes in *Aldh1a3* KO β-cells compared to *db/+*, and in *db/db* β-cells compared to *db/+* controls (Supplementary Fig. 6A). This analysis showed significantly enriched GO terms for regeneration, pancreas development, and pancreatic β-cell proliferation (Fig. 5B and Supplementary Fig. 6C) in *Aldh1a3* KO β-cells. 

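The paper's threshold for the gene ontology analysis is a log2 fold change over 1.5 and a p under 0.05, read here as unadjusted. With it, 780 genes were higher and 280 lower in KO_db/db against db/+, and 1041 were higher and 482 lower in db/db against db/+. Of the higher genes, 687 in KO_db/db and 933 in db/db also had an adjusted p under 0.05 from edgeR. Both groups shared 420 of the higher genes. In 20 simulations with all libraries drawn around the db/+ means, between 4 and 14 were shared. No group changed in these, so they do not show how much the shared db/+ libraries add. The higher genes of KO_db/db held 38 genes of the acinar list, and those of db/db held 6. With the mean level of the acinar genes as a covariate over the 7 libraries, 471 genes were higher in KO_db/db.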

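Gene ontology annotation was not used here, and gene lists stand for the terms. The 780 genes higher in KO_db/db than in db/+ held 6 of the 6 Reg genes and 2 of the 35 proliferation genes (among them Mki67, Top2a, Ccnb1 and Mcm2). The proliferation list had a median log2 fold change of -0.70 in KO_db/db against db/+ (6 of 35 genes higher, adjusted p = 0.0146 with camera, 0.0385 with fry and 0.499 with an estimated correlation). In this comparison 13 of its genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 12 when adjusted over the list alone. In db/db against db/+ the median was -0.32 (14 of 35 genes higher, adjusted p = 0.138 with camera), and it was -1.52 without the db/db library of mouse 2 and 0.0425 without that of mouse 1. The acinar list, which contains the digestive enzymes of the exocrine pancreas, had a median of 9.53 in KO_db/db against db/+, or 9.29 with 5 genes under the detection floor in db/+ set to their bound. It had 38 of 39 tested genes higher, all 38 past the threshold (adjusted p = 1.91e-11 with camera, 0.0661 with fry). Without the KO_db/db library of mouse 1, its median was 6.76.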

Notably, the Regenerating islet-derived (Reg) gene family (Reg1, Reg2, Reg3a, Reg3b, Reg3d, and Reg3g)^31,32^ showed higher expression in *Aldh1a3* KO β-cells (Fig.5C). 

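The 6 Reg genes lie within chromosome 6 of GRCm38, Reg3b from 78370657 and Reg3g to 78468872. They are alike in sequence, so their counts can hold reads divided among them. Reg1 had 1867 and 158 CPM in the KO_db/db libraries, 3.73 and 3.75 in the db/db libraries, and between 0.368 and 6.49 in the db/+ libraries. Reg2 had 989 and 136 CPM in the KO_db/db libraries and 4.17 and 1.94 in the db/db libraries. Reg3b had 96.6 and 24.8 CPM against 0.294 and 1.24, Reg3d 47.5 and 7.94 against 0.235 and 0.0956, Reg3a 30.5 and 10.0 against 0.529 and 0.215, and Reg3g 9.48 and 1.53 against 0 and 0.478. Each gene was higher in both KO_db/db libraries than in both db/db libraries.

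The log2 fold change in KO_db/db against db/db was 8.08 for Reg1 (standard error 1.37, adjusted p = 0.0890 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.53 for Reg2 (standard error 1.19, adjusted p = 0.0844 from edgeR). For the 4 Reg3 genes it was between 4.43 (Reg3g, standard error 1.44, adjusted p = 0.186 from edgeR) and 7.40 (Reg3d, standard error 1.18, adjusted p = 0.0844 from edgeR). None of the 6 passed 0.05 over all genes, and all 6 passed when adjusted over the list alone. The list holds the genes that the paper reports as higher in KO β-cells, and so is not an independent choice. DESeq2 called all of them but Reg3g. Without the KO_db/db library of mouse 1, the log2 fold change of Reg1 was 5.40 and that of Reg2 5.48. Reg3g was at 2.57 without that library. Its counts were 0 and 20 in the db/db libraries, so no fold is given without that of mouse 2. The acinar enzyme genes rose alongside, by a median of 8.26 over 40 genes, and with their mean level as a covariate the log2 fold change was -0.15 for Reg1, 1.18 for Reg2, 1.73 for Reg3d, 2.39 for Reg3a, 4.18 for Reg3g and 7.11 for Reg3b, the last 2 with standard errors of 4.39 and 3.25. The covariate nearly coincides with the KO_db/db group, and that fit called no gene at all in this comparison, the deleted Aldh1a3 included, so its calls carry no information on the Reg genes.

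Against db/+, all 6 Reg genes were called in KO_db/db. Reg1 rose by 8.68 on the log2 scale and Reg2 by 9.70 (adjusted p = 0.00691 and 0.00161 from edgeR), and Reg3a and Reg3d, under the detection floor in db/+, were at least 165-fold and 226-fold higher. These bounds use the mean of the KO_db/db libraries, which had 30.5 and 10.0 CPM of Reg3a and 47.5 and 7.94 CPM of Reg3d. Without the KO_db/db library of mouse 1 both bounds would be lower.

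**Figure D2:**
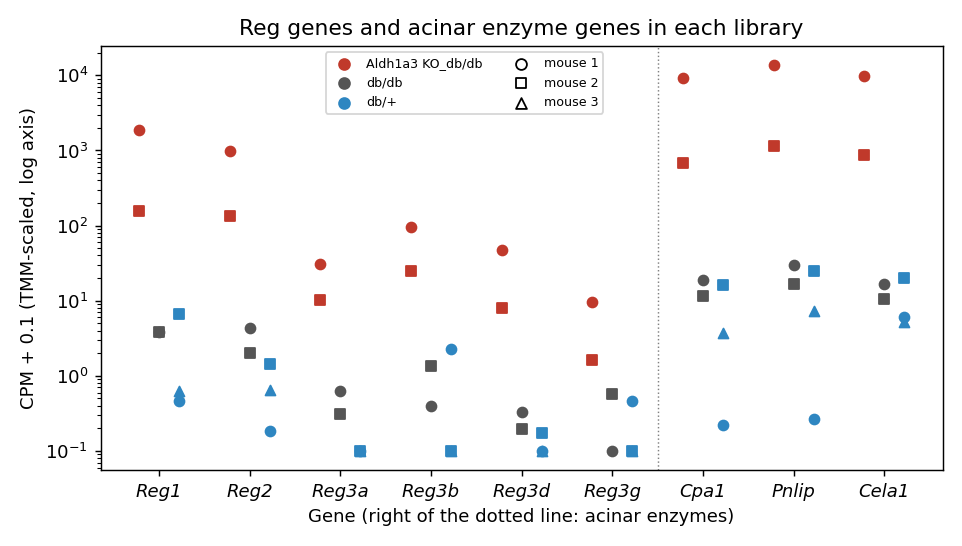
CPM plus 0.1 (y axis, log scale) of the 6 Reg genes and, right of the dotted line, of the acinar enzyme genes Cpa1, Pnlip and Cela1 (x axis) in each of the 7 libraries. Colours mark the groups and symbols the mouse; Cpa1 had 9090.4 and 680.1 CPM in the KO_db/db libraries and 18.9 and 11.4 in the db/db libraries.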

Reg1 expression increases in replicating, regenerating, or hyperplastic islets but not in healthy or diabetic islets^33^, and has been proposed as a marker of replicating β-cells^34^. Administration of recombinant Reg1 or Reg3δ (INGAP) promotes islet proliferation and alleviates diabetes^35,36^.

**Fig. 5:**
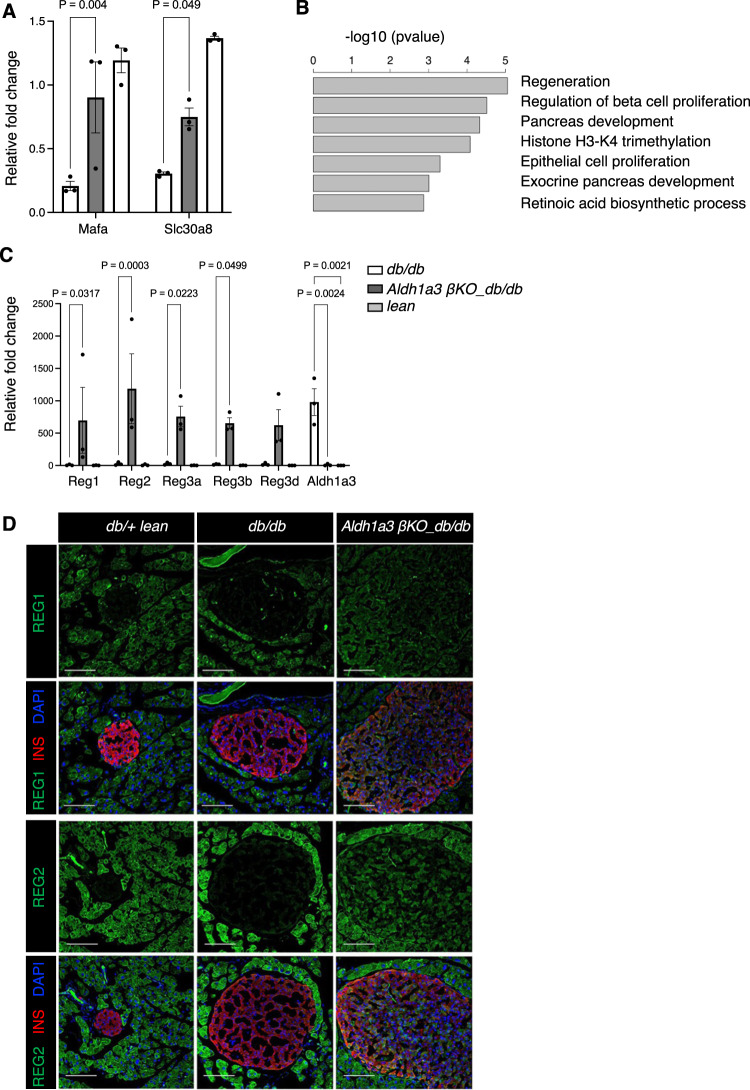
RNA expression pathways in Aldh1a3 knockout β-cells. **A** qPCR analyses of selected genes using sorted β-cells from *β-Aldh1a3 KO_db/db*, lean or *db/db* mice. Results were normalized by the expression of the 18S ribosomal subunit RNA and expressed as fold changes relative to expression levels in lean control. Data are expressed as means ± SEM for *n* = 3 biologically independent samples per group. Two-way ANOVA with multiple comparison test was used for statistical analysis. **B** GO terms of enriched genes in ALDH1A3 knockout β-cells. **C** qPCR analyses as in (**A**). Data are expressed as means ± SEM for *n* = 3 biologically independent samples per group. Two-way ANOVA with multiple comparison test was used for statistical analysis. **D** Co-immunostaining of REG1 or REG2 (green), insulin (Red) and DAPI (blue) in *db/+* (left), *db/db* (middle) or *β-Aldh1a3 KO_db/db* (right) pancreata. Representative immunofluorescence images of *n* = 4 mice per group. Scale bars: 100 μM. Source data are provided as a Source Data file.

We examined Reg expression by immunostaining. REG1 and REG2 were expressed exclusively in exocrine cells of lean or *db/db* controls, whereas in *β-Aldh1a3 KO_db/db* they were readily evident in islets (Fig. 5D). In contrast, REG3D was found in a subset of endocrine cells in control animals, but their number increased in *β-Aldh1a3 KO_db/db* pancreata (Supplementary Fig. 6D). In addition, RNA in situ hybridization showed increased *Reg1* expression in islets of *β-Aldh1a3 KO_db/db* but not *db/db* controls (Supplementary Fig. 7A). Spleen tissue in the same section served as a negative control (Supplementary Fig. 7B). Furthermore, we confirmed increased expression of NR5A2 (LRH-1) in sorted β-cells of *β-Aldh1a3 KO_db/db* mice (Supplementary Fig. 7C). NR5A2 is a regulator in early pancreas development^37^, gut cell proliferation and regeneration^38^, and stem cell pluripotency^39^. Immunohistochemistry further demonstrated increased numbers of NR5A2-expressing β-cells in *β-Aldh1a3 KO_db/db* compared to *db/db* controls (Fig. 6A, B).

**Fig. 6:**
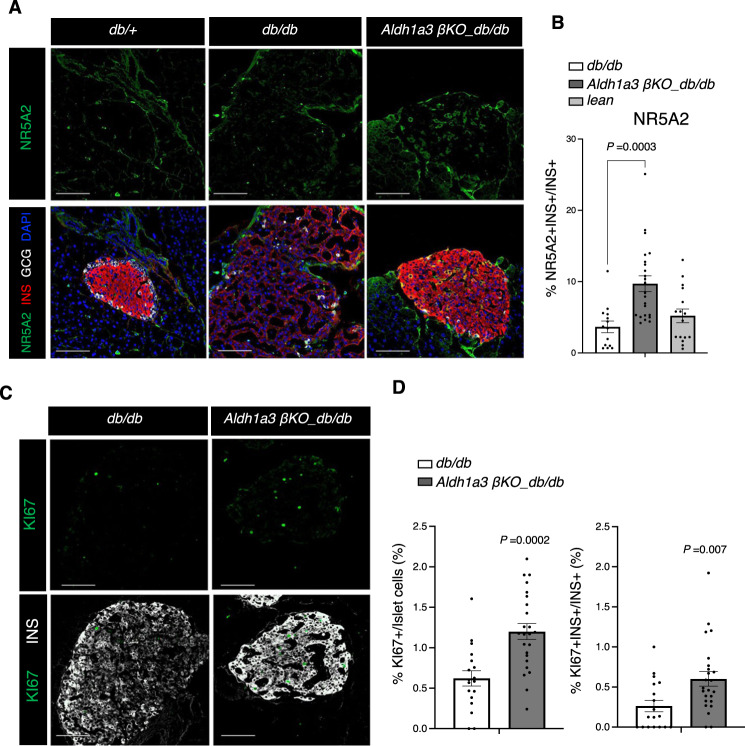
β-cell proliferation in *β-Aldh1a3 KO_db/db*. **A** Co-immunostaining of NR5A2 (green), insulin (Red), GCG (White) and DAPI (blue) in *db/+* (left), *db/db* (middle), or β-Aldh1a3 KO_*db/db* (right) pancreata. Scale bars: 100 μM. **B** Ratio of NR5A2-positive cells in INS+/GCG- β-cells. All data are expressed as means ± SEM. *N* = 14, 23 or 16 islets from 4 biologically independent samples per group. One-way ANOVA with multiple comparison test was used for statistical analysis. **C** Co-immunostaining of KI67 (green) and INS (white) in *db/db* or *β-Aldh1a3 KO*_*db/db* pancreata. Scale bars: 100 μM. **D** Ratio of KI67-positive cells to total islet cells (left) or INS+/GCG- cells (right). All data are expressed as means ± SEM. *N* = 18 or 24 islets from 4 biologically independent samples per group. Two-tailed paired *t*-test was used for statistical analysis. Source data are provided as a Source Data file.

Given the presumptive role of REG(s) and NR5A2 as well as the GO analyses suggestive of increased cell proliferation with enriched Ki67 gene (Supplementary Fig. 6C), we evaluated the cell proliferation marker, Ki67, by immunostaining. 

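Mki67, the gene of Ki67, lies on chromosome 7 of GRCm38 from 135689784 to 135716361. It had 5.09 and 4.69 CPM in the KO_db/db libraries, 2.00 and 9.15 in the db/db libraries, and between 0.762 and 1.02 in the db/+ libraries. Its log2 fold change against db/+ was 2.51 in KO_db/db (standard error 0.29, adjusted p = 0.00161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.69 in db/db (standard error 0.61, adjusted p = 0.0151 from edgeR), or 1.20 without the db/db library of mouse 2. Between KO_db/db and db/db it was -0.20 (standard error 0.68, adjusted p = 0.884 from edgeR), within the spread of the db/db libraries. It turned to 1.29 without the same db/db library, and took either sign across the other alternatives. The proliferation list had a median of -0.46 in that comparison (6 of 33 tested genes higher, adjusted p = 0.516 with camera), and 0.59 without the same library.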

The number of Ki67-positive islet cells increased significantly in *β-Aldh1a3 KO_db/db* (Fig. 6C, D), including a twofold increase of Ki67+ β-cells. In contrast, we did not observe differences in apoptosis, as assessed by cleaved caspase-3 immunohistochemistry (Supplementary Fig. 7D). We further examined whether REG2- and Ki67-expressing cells increased in KOTX1-treated *db/db* mice. Consistent with studies in the conditional knockout model, KOTX1 increased REG2 and Ki67 expression (Supplementary Fig. 8A–C). In addition, we observed an increase of MafA, Slc30A8, and Gipr1 mRNA expression in KOTX1- *vs*. vehicle-treated *db/db* mice (Supplementary Fig. 8D). These findings suggest that genetic or pharmacologic ALDH1A3 inhibition also promotes β-cell proliferation, at least in the context of the *db/db* mutation.

### Retinoic acid signaling in β-cells

The canonical substrate of ALDH1A3 is retinaldehyde, which is converted to retinoic acid to activate nuclear retinoic acid (RA) signaling via binding the RAR receptors^40^. If the benefit of genetic or pharmacological Aldh1a3 inhibition were due to the suppression of RA signaling in diabetic β-cells, then treatment with all-trans RA (atRA) should circumvent the effects of KOTX1. To test this hypothesis, we treated islets from *db/db* mice with both atRA and KOTX1. When diabetic islets were treated with KOTX1, insulin expression increased, while co-treatment with atRA, abolished the KOTX1-mediated increase of insulin secretion (Fig. 7A). AtRA decreased insulin secretion (Fig. 7B), and dramatically reduced Reg expression in islets from *Aldh1a3* KO_*db/db* mice (Fig. 7C). These findings are consistent with the possibility that inhibition of RA signaling contributes to the mechanism of enhanced β-cell function in KOTX1-treated or ALDH1A3-deficient *db/db* mice. AtRA treatment had no effect in normal islets (Supplementary Fig. 8E), consistent with previous studies of ALDH1A3 overexpression in MIN6 cells^22^. These data show that RA treatment is sufficient to decrease insulin secretion in diabetic islets but not in normal islets, implying that additional factors contribute to diabetic phenotype.

**Fig. 7:**
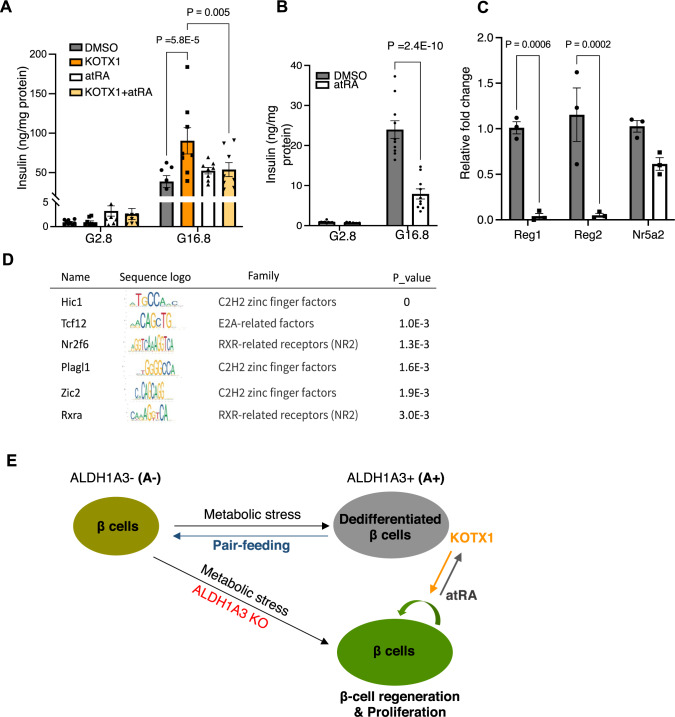
RA signaling and β-cell dysfunction. **A** Insulin secretion in islets from *db/db* mice following 3-day treatment with 10 μM KOTX1 or/and 50 nM atRA. Data are expressed as means ± SEM (*n* = 7 or 8 per condition). Two-way ANOVA with multiple comparison test was used for statistical analysis. **B** Insulin secretion assay as (**A**) using islets from *β-Aldh1a3 KO_db/db* mice. Data are expressed as means ± SEM (*n* = 10 per condition). Two-way ANOVA with multiple comparison test was used for statistical analysis. **C** qPCR analyses after atRA treatment of islets from *β-Aldh1a3 KO*_*db/db* mice. Results expressed as fold changes relative to expression levels in DMSO control. Data are expressed as means ± SEM for *n* = 3 biologically independent samples per group. Two-way ANOVA with multiple comparison test was used for statistical analysis. **D** Transcription factor motif analyses on DE gene promoters. **E** Schematic model of the effect of diet, genetic, or pharmacological ALDH1A3 inhibition in β-cells. Source data are provided as a Source Data file.

To investigate potential drivers of the cellular regeneration pathway, we performed a motif analysis of transcription factors (TFs) that can bind to the promoters of differentially expressed genes, including Reg genes. We identified HIC1, TCF12, NR2F6 and RXRα as top regulators (Fig. 7D). Interestingly, expression of these TFs in diabetic islets is either controlled by RA signaling (HIC1)^41^, or dependent on interactions with RARs/RXRs to regulate target genes (NR2F6)^42,43^. For instance, HIC1 has been identified as an atRA-regulated gene in enterochromaffin cells^44^. Consistent with this, we found decreased HIC1 expression (Supplementary Fig. 8F) and increased proliferation in *Aldh1a3* KO β-cells (Fig. 6), suggesting HIC1 as a potential co-player of RA signaling in diabetic context.

## Discussion

In this study, we report that activation of ALDH1a3 expression in pancreatic β-cells is a reversible pathogenetic mechanism of β-cell dysfunction whose inhibition can be leveraged for treatment purposes. We have shown in previous work that this isoform of ALDH is normally not expressed in β-cells, and that its activation occurs in many mouse models of diabetes as well as in patients suffering from the disease^9,22^. We show that ALDH1A3 activation impairs insulin secretion and is associated with a loss of cellular differentiation features, and that these effects can be mimicked by the enzymatic product of ALDH1A3 activity, RA, presumably in an RAR/RXR-dependent fashion.

Approaches to treat β-cell failure can be subdivided into two categories: increasing cell number or promoting insulin secretion. The former has been pursued by transplantation of cadaver islets^45^ or stem cell-derived β-cells^46^ in patients requiring immune suppression for organ transplant. Stimulation of β-cell proliferation^47^ and inhibition of β-cell apoptosis have also been proposed^8,48^. Drugs that promote insulin secretion have been used for decades but are plagued by secondary failures^49^.

The discovery of dedifferentiation as a feature of β-cell failure raised the question of whether the process is reversible and, if so, whether it represents a druggable target^21^. Human studies in which low-calorie diets improve glucose homeostasis of diabetic patients corroborate the notion that the process is indeed reversible for a long time after disease onset^10–12,15^. However, the mechanism of this beneficial effect is unknown. Our findings demonstrate that dedifferentiated β-cells can revert to functional and mature β-cells, leading to improved insulin secretion and glucose control. This effect is mimicked by genetic and pharmacological ALDH1A3 ablation.

Unlike another target for reversal of β-cell failure, BACH2^21^, ALDH1A3 activation is an early event in the progression of β-cell failure^9,22,50^, and thus allows for earlier intervention to reverse disease progression. In addition, ALDH1A3 inhibition appears to activate a regeneration path, although whether this is limited to *db/db* mice or is a more general feature of this treatment remains to be determined. This is indicated not only by the reactivation of E-cadherin, whose expression correlates with β-cell proliferation and regeneration^51,52^, but also by changes in the expression of histone methyltransferases and demethylases, which are expected to raise H3K4me3 levels and result in an open chromatin structure, a distinctive feature of stem and progenitor cells. It is also consistent with recent studies indicating that activating β-cell proliferation by DYRK1A or/and TGFβ inhibitors increases β-cell differentiation markers, such as NKX6.1, GLP1R, and PCSK1^4,53^, with complementary epigenetic changes indicating that repressive (H3K27me3) and activating histone marks (H3K4me3) likely contribute to age-related control of β-cell proliferation^53–55^.

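Genes of H3K4 methyltransferases and of their complexes (16 genes, among them Kmt2a, Kmt2c, Kmt2d and Setd1a) had a median log2 fold change of 0.04 in KO_db/db against db/db, with 8 of 16 higher and adjusted p = 0.999 with camera, and between 0.0550 and 0.0607 as 1 library was left out in turn. None passed 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 did when adjusted over the list alone. Against db/+ the median was 0.77 in KO_db/db (12 of 16 higher, 12 past the threshold, adjusted p = 7.46e-05 with camera and 0.00302 with fry) and 0.91 in db/db (12 of 16 higher, 9 past the threshold, adjusted p = 0.000378 with camera and 0.00198 with fry). With an estimated correlation neither passed. The 6 genes of H3K4 demethylases, Kdm1a, Kdm1b and 4 of the Kdm5 family, had a median of -0.14 in KO_db/db against db/db (2 of 6 higher, adjusted p = 0.743 with camera), and it ran from -0.22 without the db/db library of mouse 2 to -0.0122 without that of mouse 1.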

The KOTX1 IC_50_ is 10-fold lower in human A375 cells than in diabetic mouse islets, despite being similar in recombinant protein-based enzymatic assays in vitro. This may result from differences in cell number and mass between the two experiments affecting the amount of Aldefluor that can be oxidized and retained. In addition, KOTX1 is a substrate for some drug transporters. The Aldefluor assay buffer contains proprietary transporter inhibitors optimized for human cells that may facilitate KOTX1 efflux from mouse islets.

Our motif analysis and results with atRA indicate that ALDH1A3 acts at least partly through RA signaling. RA has distinct roles in pancreatic endocrine cell differentiation^56,57^ and the adult pancreas. The latter remains somewhat controversial, as transgenic mice with a dominant-negative RA receptor show an age-dependent decrease in insulin production^57^. However, these experiments were carried out in healthy β-cells that do not express ALDH1A3^22^, suggesting that the mutant RA receptor is acting through other nuclear receptors, for example, PPARs^58^. Two likely additional players in β-cell RA signaling identified in this paper and to be tested in future work are HIC1^41^ and NR2F6. In addition, we cannot rule out a role for non-canonical ALDH1A3 in β-cell function and maturation^59^, nor its function in glycolysis, which could lead to alterations in pyruvate supply to mitochondria.

In summary, the current work advances the field by showing the reversibility of β-cell dedifferentiation at the ALDH1A3 activation stage and providing proof-of-principle in preclinical models of its pharmacological inhibition as a treatment for diabetes.

## Methods

### Animals

All animal experiments were in accordance with NIH guidelines for Animal Care and Use, approved and overseen by Columbia University Institutional Animal Care and Use Committee (IACUC). Mice were housed under standard conditions on a 12-h light-dark cycle (lights on at 07:00 a.m.) and fed normal chow (PicoLab rodent diet 20, 5053; Purina Mills). For high-fat diet experiments, mice were fed a diet with 20% calories from carbohydrates, 20% from protein, and 60% from fat (D12492i; Research Diets). All experiments were performed in 16- to 20-week-old male and female mice, unless specified otherwise in the figure legend. Genotyping was as described^50^. To generate β-cell-specific *Aldh1a3* knockout mice, *Aldh1a3*^*Tm1a*^ mice (Mouse Biology Program at UC Davis) were crossed with FLP0 mice (Jackson Laboratories) to remove the FRT-flanked selection cassette, then bred with *RIP-Cre*^*herr*^:*Rosa26-lox-STOP-lox-tdTomato (R26R-tdT)* mice to obtain *RIP-Cre*^*herr*^*:Aldh1a3*^*fl/fl*^*: tdT*^*fl/+*^ mice. This line was backcrossed onto *db/db* (B6.BKS(D)-Lepr^db^/J, Jackson Laboratories #000697) to generate *β-Aldh1a3 KO_db/db* mice *(RIP-Cre*^*Herr*^*:Aldh1a3* ^*fl/fl*^*:tdT*^*fl/+*^*:Lepr*^*db/db*^). To generate *Aldh1a3-Cre*^*ert*^ mice for lineage-tracing experiments, tamoxifen-activable Cre (Cre^ert^) was knocked into the endogenous *Aldh1A3* locus, then the mutant allele was introduced into *Rosa26-lox-STOP-lox-YFP (R26R-YFP)* mice. Human endpoints for immediate euthanasia included lethargy with ruffled fur, hunched posture, reduced motility (inability to reach food and water), dehydration, abnormal respiration, significant weight loss (>20% of their body weight), or blood sugar >400 mg/dL for more than 2 weeks. CO_2_ euthanasia was performed in accordance with the AVMA Guidelines for Animal Euthanasia (2020 Edition).

### Metabolic analyses

We performed intraperitoneal glucose tolerance tests (IPGTT) (1 g/kg) after an overnight fast^60^. We measured serum insulin by ELISA (Mercodia #10-1247-01). KOTX1 was administered orally (40 mg/kg) to male *db/db* mice daily for 4 weeks. For HFD experiments, KOTX1 was added to the diet. Non-fasting glucose and insulin were assessed throughout the study. For fasting and refeeding experiments, animals were fasted for 16 h before measurement of glucose and insulin unless otherwise indicated.

### Immunohistochemistry

We performed immunohistochemistry as described^6^. We applied heart-perfused fixation with 4% paraformaldehyde (PFA). Pancreata were incubated in 4% paraformaldehyde (PFA) at 4 °C overnight, washed with ice-cold PBS three times, and placed in 30% sucrose overnight^16^. Tissue was embedded in Tissue-Tek optimal cutting compound (Sakura Finetek), frozen on dry ice, and cut into frozen 5-μm sections. We applied antigen retrieval to detect transcription factors (Nacalai USA Inc.). We used primary antibodies to INSULIN (A056401-2; Dako; 1:1000), GLUCAGON (G2654; Sigma-Aldrich; 1:1000), PDX1 (ab47308; Abcam; 1:100), E-cadherin (61018; BD Biosciences; 1:100), REG1 (AF1657; R&D systems; 1:100), REG2 (AF2035; R&D systems; 1:100), REG3d (MAB5678; R&D systems; 1:100), NR5a2 (PPH2325; R&D systems; 1:100), KI67 (GTX16667; Genetex; 1:100), MAFA (IHC-00352; Bethyl Laboratories; 1:100), Cleaved Caspase-3 (9661; Cell Signaling; 1:100), and ALDH1A3 (NBP2-15339; Novus Biologicals; 1:100) and Alexa Fluor–conjugated goat serum as a secondary antibody (Jackson ImmunoResearch Laboratories and Molecular Probes). The images were captured using a Zeiss LSM 710 confocal microscope using a 20× objective and analyzed using ZEN.

### RNAScope mRNA in situ hybridization assay

RNAscope was performed using the RNAscope 2.5 HD Detection Reagent RNAscope 2.0 High-Definition kit (Advanced Cell Diagnostics; 322350) combined with immunofluorescence according to the manufacturer’s instructions. A mouse Reg1 probe (511571; ACD) was used to detect Reg1 mRNA. Briefly, tissue sections were baked for 1 h at 60 °C, and treated with Pretreat 1 for 10 min at room temperature (RT). Target retrieval was performed for 15 min at 100–104 °C, followed by protease treatment for 15 min at 40 °C. Probes were then hybridized for 2 h at 40 °C followed by RNAscope amplification followed by red chromogenic detection.

### Human islet procurement

Human T2D islets were from the National Institutes of Health’s Integrated Islet Distribution Program (IIDP). Upon arrival, islets were plated at a density of 10,000 IEQ per 10-cm non-treated tissue culture dish (Corning, Corning, NY; cat. no. 430591) into 10 mL of islet culture medium (Prodo Labs, PIM(S), cat#PIM-CS001GMP), supplemented with 5 mL PIM(G) Glutamine/Glutathione (Prodo Labs, cat#PIM-G001GMP), and 5% PIM(ABS) Human AB Serum (Prodo Labs, cat#PIM-ABS001GMP), along with triple antibiotics, PIM(3X), which includes Ciprofloxacin (Ref 61–277-RF, 10 mg/1000 mL), Gentamycin (Sigma, G1272, 10 mg/1000 mL), and Amphotericin B (Omega, FG-70, 2500 mcgm/1000 mL). Islets were cultured for no longer than 1 week after arrival and the medium was replaced every 2 days. All islets from the IIDP are obtained from cadaver donors. Before providing the de-identified islets to established laboratories involved in islet research and registered with IIDP, the IIDP obtains informed consent for research purposes from donor relatives. Human subjects’ research at the NIH does not include research on de-identified specimens from deceased donors (NHSR). Therefore, no special permissions are required.

### Islet isolation

We isolated mouse islets by collagenase digestion^58^. Mice were fasted for 16 h before islets isolation which was used for FACS and RNA-Seq analyses. Briefly, the animal was euthanized in a CO_2_ chamber followed by cervical dislocation. The common bile duct was clamped with a hemostat near the liver, and 3 mL of 1 mg/mL cold Collagenase P (Sigma 11249002001) solution was injected into the hepatopancreatic ampulla to inflate the pancreas^50^. The excised pancreas was incubated at 37 °C with shaking for 16 min. Medium 199 was added to a final volume of 50 mL, and the mixture was centrifuged at 200 × g for 2 min at 4 °C. The pellet was resuspended with 10 mL of histopaque, and 10 mL of Medium 199 was layered on top of the histopaque followed by centrifugation at 1200 × g for 20 min at 4 °C. Islets at the interface of the histopaque and Medium 199 were collected and washed twice with Medium 199 containing 10% FBS (Sigma-Aldrich F2442). Islets were handpicked into RPMI 1640 medium (ThermoFisher 11150-067) containing 15% FBS (Sigma-Aldrich F2442) for further analysis.

### Glucose-stimulated insulin secretion

Islets were preincubated in KRBH buffer (10 mM HEPES pH 7.4, 140 mM NaCl, 1.5 mM CaCl2, 3.6 mM KCl, 0.5 mM NaH2PO4, 0.5 mM MgSO4, 2 mM NaHCO3, and 0.1% BSA) for 1 h at 2.8 mM glucose, followed by incubation in KRBH at 2.8, and 16.7 mM glucose for 1 h at 37 °C. At the end, we collected islets by centrifugation and assayed the supernatant for insulin secretion or lysates for insulin content by enzyme-linked immunosorbent assay (ELISA; Mercodia 10-1247-01). Insulin levels were normalized by protein concentration.

### Fluorescence-activated β-cell sorting

We sorted Aldh+ β cells as described^22^. Briefly, isolated islets were trypsinized to single cells and then incubated with the fluorescent ALDH substrate, AldeRed (Sigma, Cat. SCR150) for 1 h prior to flow cytometry. Thereafter, cells were loaded into a BD Influx sorter. We gated cells for YFP (green) and aldeRed (Red) fluorescence.

### Enzyme activity assays

KOTX1 was synthesized by WuXi apptec Co. with 98.2% purity as determined by LC-MS/^1^H NMR. For recombinant protein selectivity analysis of KOTX1, human ALDH1a1, ALDH1a3, ALDH2 were cloned from human reference DNA and mouse ALDH1a3 was cloned from mouse reference DNA into the pET bacterial expression system. Crude recombinant protein lysates were extracted from IPTG-induced bacterial culture. Recombinant protein activity assays were conducted as described^61^ except resazurin was added to 10 µM and diaphorase (Thermo fisher) to 200 U/mL. Reaction kinetics were monitored by detecting the production of resorufin by fluorescence at 590 nm. Reaction velocity was calculated ΔFl/Δt and normalizing rates to a DMSO control. For cell-based potency analysis, the Aldefluor assay was conducted according to the manufacturer’s suggestions with A375 cells (ATCC, cat. CRL-1619) suspended at 1 million cells/mL or diabetic mouse islet cells. KOTX1 was serially diluted into DMSO and then equivalent volumes were added to Aldefluor buffer to avoid DMSO effects on cell membrane permeability. The reversibility of KOTX1 is assessed using the Aldefluor assay in diabetic mouse islets with KOTX1 incubation for 1 h followed by wash-off KOTX1 for twice with the assay buffer.

### Cell cytotoxicity assays

We used the CellTiter-Glo 2.0 Cell Viability Assay (Promega) to examine the cytotoxicity of KOTX1 treatment at different concentrations (10 nM–10 uM) in pancreatic islet cells (50,000 or 100,000 cells) according to the manufacturer’s instructions.

### RNA measurements

We isolated RNA with the RNeasy Micro-kit (QIAGEN) and reverse-transcribed RNA using qScript cDNA SuperMix (Quanta). Quantitative polymerase chain reaction (qPCR) was performed using GoTaq qPCR Master Mix (Promega). The following are the PCR primer sequences: mReg1 (F: 5′-AACTTTGTGGCCTCTCTGATTA-3′, R: 5′-CACAGTTGTCATCCTTCCATTTC 3′), mReg2 (F: 5′-GTGGTACTACAGCTTCCAATGT-3′, R: 5′-GGCCCATGACTTGAAGAGAAA-3′), mReg3a (F: 5′-CAGAGTGGACAACTACCAAGAC-3′, R: 5′-AGTTACTCCACTCCCATCCA-3′), mReg3b (F: 5′-ACAGGAAACAGCTACCAATACA −3′, R: 5′-GGGTTCCTCTCCCAGTTAAAG-3′), mReg3d (F: 5′-AGTTTGACCACATTCCCATACA −3′, R: 5′-ATAGAAGGTCAGAGGGTCAGAG-3′), mNr5a2 (F: 5′-TTGAGTGGGCCAGGAGTAGT-3′, R: 5′-ACGCGACTTCTGTGTGTGAG-3′), mSlc30a8 (F: 5’- CCAGCACCGTCATGATCTTA-3’, R: 5’- ACTGCGAGGATGATCTCTTTC-3’), mGipr1 (F: 5’- GACGGAGGAACAGGTTGAAG-3’, R: 5’- GGAAACCCTGGAAGGAACTTAG-3’) and mHic1 (F: 5′-CTTCTAACTCGGCTCCTTGTC-3′, R: 5′-CAGCACACTCTCCCGATTT-3′). All other PCR primer sequences have been published^22^. Gene expression levels were normalized to 18s rRNA or β-actin using the ΔΔCT method and are presented as relative fold-change to control.

### RNA-sequencing

Poly-A RNA-Seq libraries were prepared using Illumina TruSeq chemistry and sequenced as PE100 (100 bp paired-end reads) on Illumina NovaSeq 6000. Gene expression quantification was performed using kallisto^62^ based on the GRCm38 mouse reference genome. Differentially gene expression analysis was performed using DESeq2^63^. For heatmap visualization, we prioritized the top 50 most upregulated genes in Aldh1a3 KO compared to db/db or upregulated genes in db/db compared to lean control, and visualized them in Supplementary Fig. 6B. 

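Ranked by fold change among genes with an adjusted p under 0.05 from edgeR, only 17 genes were upregulated in KO_db/db against db/db, and 0 of them belonged to the acinar list. DESeq2, the tool that the methods name, gave 741 upregulated genes, and 30 of its top 50 belonged to the acinar list, with 1 Reg gene, Reg1. Without the filter on low counts 27 of the top 50 were acinar genes, and in the fit of all 7 libraries 23.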

Principal component analysis (PCA) was performed on kallisto normalized expression matrix using function prcomp in R package stats (version 3.5.0). Hierarchical clustering analysis was performed on kallisto normalized expression matrix using function hclust in R package stats (version 3.5.0).

### Motif analysis

The motif analysis searches for transcription factors (TFs) that potentially control the differentially expressed genes identified in Fig. 5A. We followed the workflow as previously described in ref. ^64^. Specifically, we (1) retrieved the genomic information of the differentially expressed genes from the Bioconductor R TxDb.Mmusculus.UCSC.mm10.knownGene annotation using the function genes in the Bioconductor R package GenomicFeatures; (2) identified the promoter regions of the differentially expressed genes using the function promoters in the Bioconductor R package GenomicRanges; (3) retrieved TF position frequency matrices (PFMs) that are documented in the Bioconductor R JASPAR2020 database using the function getMatrixSet in the Bioconductor R package TFBSTools; (4) retrieved the promoter sequences of the differentially expressed genes from the Bioconductor R BSgenome.Mmusculus.UCSC.mm10 database, and match such sequences with the TF PFMs using functions matchMotifs and motifMatches in the Bioconductor R package motifmatchr. By this means, we quantified the binding score between the differentially expressed genes and all the TFs documented in the JASPAR2020 database. To further quantify the confidence of such binding scores, we created TF-specific null models with 1000 independently generated random gene sets. Such gene sets contain the same number of genes as in Supplementary Fig. 6B (top panel). We prioritized TFs based on the *P* values calculated from such null models.

### Gene ontology analysis

The DE genes (log2 > 1.5, *P* < 0.05) between Aldh1a3 KO and lean control β-cells or between db/db and lean control β-cells were used for The gene ontology (GO) analysis using an online tool, PANTHER 17 (http://geneontology.org/). Specifically, we performed the analysis using mouse biological processes-related GO terms. All parameters were set to default when performing the online GO analysis.

### Statistics

The statistical analyses were performed using Prism 8.0 software (Graph Pad). ANOVA with Dunnett’s method was performed between the two groups. All results are presented as means ± standard error of the mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

RNA-Seq data have been deposited at the Gene Expression Omnibus (GEO) under accession number GSE218047. All other data that support the findings of this study are provided in the article or supplementary data. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genetic and pharmacologic inhibition of ALDH1A3 as a treatment of β-cell failure
**Source:** Nat Commun. 2023 Feb 2;14:558. doi: 10.1038/s41467-023-36315-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** DE gene list in multiple comparisons

How the deposited data were processed for this re-analysis (not part of the article)

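RNA-seq libraries of sorted β-cells from 2 Aldh1a3 KO_db/db, 2 db/db and 3 db/+ mice were analysed, with samples assigned to groups by the labels of the samples, which name the genotype and the mouse. Mice were fasted before islets were isolated. The authors prepared poly-A libraries, sequenced them as paired ends, and deposited the estimated counts per gene that kallisto gave on GRCm38, rounded to whole numbers and without normalization. The text names neither the version of kallisto nor the annotation release. The table holds 35013 gene symbols, none of them blank, and 0 columns were left unused. Total counts ran from 27496645 to 35852785 with a median of 31355436. Coordinates were taken from the GENCODE annotation of GRCm38, to which 34273 of the symbols matched. Replicates differed by more than the sampling noise, and no library was counted as a copy of another.

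From the deposited estimated counts, fold changes were computed in R 4.3.3 with edgeR 4.0.16. Each pair of groups was fitted on its own libraries, genes were kept by filterByExpr (minimum count 10), libraries were scaled by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied with a threshold of 0.05. The standard error is the fold change divided by the root of the F statistic. CPM values were scaled by TMM over all 7 libraries, and 3 counts were taken as the detection floor; a fold against a group under it is given as a bound. Where leaving out a library left 1 in a group, the fold change came from a fit with a fixed dispersion of 0.05 and no test was made. Intervals of shares are 95% Wilson intervals. DESeq2 1.42.0, which the paper's methods name, was an alternative.

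Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry. They covered acinar, ductal, alpha, delta, PP, endothelial, stellate, macrophage and lymphocyte markers, β-cell identity, dedifferentiation, proliferation, H3K4 methyltransferases and demethylases, retinoic acid signalling, the Reg family, the transcription factors of the motif analysis, other genes named by the paper, immediate early and stress genes, endoplasmic reticulum stress and sex-linked genes. The lists, and the alternatives named below, were set before the data were examined, the acinar list after the top of Supplementary Data 1 had been read. The lymphocyte and sex lists had too few tested genes for a test. Named genes are those the paper names for these samples, and the 5 largest rises and 5 largest falls in KO_db/db against db/db among genes past the threshold with a mean of at least 10 CPM and no overlap between the groups, without predicted genes and pseudogenes.

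Distances were Euclidean on log2 CPM with a prior count of 2, clustered by complete linkage. Overlaps between comparisons that share libraries were set beside 20 simulations of unchanged groups. These drew all libraries around the means of the shared group, so db/db and db/+ did not differ in them either. The fits were tested on simulated data with 200 changed genes, each with an absolute log2 fold change of 2. The simulated counts used dispersions fitted over all 7 libraries, so the recovery need not hold in the data. Of these, edgeR recovered 199 of 200 in KO_db/db against db/db with 15 other genes called among 13388, 192 in db/db against db/+ and 196 in KO_db/db against db/+. A list shifted by 1 on the log2 scale was recovered with a median of 1.21, and camera also called 1 list that had not been shifted.

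The alternatives were other scaling factors (RLE), DESeq2, no filter on low counts, all 7 libraries in one fit, the mouse number as a block, scaling without the acinar list and the Reg family, these genes left out of the counts, the mean level of the acinar genes as a covariate, an adjusted p under 0.01, fry and an estimated correlation for lists, other distances and gene choices for the clustering, and leaving out each library in turn. The motif analysis and the gene ontology analysis were not repeated.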

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

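The tests in this part were chosen only after the result was seen, apart from those of the sex of the mice and of scaling.

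RNA of acinar enzymes took a mean of 9.92% of the counts in the KO_db/db libraries (SD 11.2, n = 2), against 0.0477% in db/db and 0.0178% in db/+, and the paper's text does not discuss these genes, for which Supplementary Data 1 gives values. The share was 17.8% in the library of mouse 1 and 2.02% in that of mouse 2, and without mouse 1 the median log2 fold change of the acinar list against db/db fell from 8.26 to 5.46. The most abundant acinar genes differed between the 2 KO_db/db libraries by nearly one factor: 31 of 33 lay within 0.5 of their median log2 ratio of 3.51, and the standard deviation over the 33 was 0.639. This is in line with RNA from acinar cells, in the sort or as free RNA, present in unequal amounts. A generally less pure sort would raise the markers of other cell types too, by a fold that depends on their level in db/db. Over all settings and with each library left out, the highest median of the 7 other lists in KO_db/db against db/db was 3.05. That was the ductal list without db/db mouse 2, and the lowest median of the acinar list was 5.46. In db/db, Gcg was already at 603 and 349 CPM and Sst at 162 and 82.5, where a small added share would hardly show. This comparison therefore cannot rule out a less pure sort. Tests on the endothelial list and then on the macrophage list came before this one and decided nothing: the first had members going both ways, and the second had most members near the detection floor and did not pass (adjusted p = 0.0653 with camera, 0.345 with fry). The stellate list is also near the floor. A sort that let in acinar cells, or these with ductal or delta cells, stays open. The delta list of 3 genes was, however, at 0.31 in KO_db/db against db/+, with 0 genes called. In db/db against db/+ it was at -2.48, so its rise against db/db goes with a low level in db/db. An acinar-like programme inside the KO β-cells would also raise these genes, was not tested, and stays open. Of the 42 genes, 33 passed the filter on low counts in db/db against db/+, so the control libraries also hold these RNAs at a low level. Among the most abundant, Amy2a5 had 24469 and 2039 CPM in KO_db/db and 86.3 and 26.5 in db/db, and Ctrb1 had 16714 and 1304 CPM against 50.6 and 33.2. The amylase genes are near-identical copies, and their counts are uncertain one by one.

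The Reg genes moved with the acinar genes. Reg1 rose by 8.08 and Reg2 by 7.53 in KO_db/db against db/db, beside a median of 8.26 for the acinar list. Per 1000 acinar counts, Reg1 had 9.28 and 9.03 counts in the KO_db/db libraries and 7.75 and 12.2 in the db/db libraries, and Reg2 had 4.91 and 7.75 against 8.66 and 6.32. In the db/+ libraries Reg1 had 4.54, 16.7 and 3.70 per 1000, on both sides of the KO_db/db values. Reg2 had 1.01, 3.46 and 3.95 there, all below the KO_db/db values, though from only 2, 37 and 16 counts. For Reg1 and Reg2, acinar RNA is a candidate explanation of the rise that these values do not exclude. For Reg3a, Reg3b, Reg3d and Reg3g the log2 ratio of the 2 KO_db/db libraries had a median of 2.27, below the 3.51 of the acinar genes. With 2 libraries, acinar RNA and a rise in islet cells cannot be told apart for these 4 genes. The paper reports REG1 and REG2 protein (Fig. 5D) and Reg1 RNA by in situ hybridization (Supplementary Fig. 7A) within islets of KO_db/db mice, which the libraries do not address.

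The acinar genes did not shift the other results through scaling. Scaling without the acinar list and the Reg family moved the median log2 fold change of all genes by 0.00299, where library totals alone would have moved it by 0.143.

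The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d had 2911 counts in the db/+ library of mouse 3, in data the paper does not discuss by sex. Reads shared with X-linked paralogs are argued against for Ddx3y, Uty and Eif2s3y, which had at most 6 counts together in any other library and 2574 in this one. Kdm5d had between 14 and 74 counts in the other libraries. A male mouse, or some male cells in the sample, would both give such counts, and neither was tested. The same limit of 6 counts over the KO_db/db and db/db libraries argues against a difference in sex between these groups as a source of changes in H3K4 demethylases, of which Kdm5d is Y-linked.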

How the results depend on the processing

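Of the alternatives, only the choices of 50 genes for the distances were made after seeing the data. Except where a sentence says otherwise, the cause of a change was not tested.

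The count of genes past an adjusted p of 0.05 in KO_db/db against db/db, 43 with 39.5% of them higher, depended on the method. DESeq2 gave 1371 (54.0% higher), no filter on low counts 1570 (51.2% higher), all 7 libraries in one fit 818 (61.6% higher), and RLE factors 45. An adjusted p under 0.01 left 0 and the acinar covariate 0, where 2814 genes had an unadjusted p under 0.05. The self-test recovered 199 of 200 genes changed by 2 on the log2 scale at this number of mice, and says nothing of smaller changes. Its counts were drawn around common means with dispersions fitted over all 7 libraries. In the data larger changes were missed: of 40 acinar genes tested, with a median of 8.26, 0 were called. Its recovery therefore does not carry over to the fit of these 2 groups. In db/db against db/+ the threshold of 0.01 left 2479 genes, and the count of 5069 ran from 3331 without the db/+ library of mouse 1 to 4330 over the fits without 1 db/+ library (3368 without mouse 2), which have fewer samples. In KO_db/db against db/+ it left 2394, and the acinar covariate left 0 of 5081. The covariate is nearly the difference between KO_db/db and the other groups, so that fit has little left to test. It also moved the genes higher by the paper's threshold for gene ontology in KO_db/db from 780 to 471.

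The 15 genes lower in db/db than in db/+ and higher in KO_db/db became 404 with DESeq2, 398 without the filter, 337 in one fit, 0 with the covariate and 0 at 0.01. Acinar genes among the 50 most upregulated went from 0 to 30 with DESeq2, 27 without the filter and 23 in one fit.

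The distance ratio of 1.14 was 2.31 on linear CPM and 1.33 with Spearman correlations, and ran from 1.06 (without db/db mouse 2) to 1.24 (without db/db mouse 1) as 1 library was left out in turn. It was 1.22 over the 50 genes most upregulated in KO_db/db against db/db and 0.674 over the 50 most upregulated in db/db against db/+, the single setting under 1.

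Of the gene lists in KO_db/db against db/db, with fry the adjusted p was 0.345 for the acinar list (median 8.26), 0.135 for β-cell identity (median 0.26) and 0.345 for the Reg family (median 6.82). With an estimated correlation it was 0.377, 0.351 and 0.351. As 1 library was left out in turn, the medians ran from 5.46 to 9.04 for the acinar list, from 0.26 to 0.37 for β-cell identity, from -0.91 to 0.59 for proliferation (positive without db/db mouse 2) and from 0.0550 to 0.0607 for H3K4 methyltransferases, whose median was 0.0413 with DESeq2.

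The mouse number as a block was tried because the groups share numbers. Libraries of the same number deviated from their group means with correlations between -0.102 and 0.0759, so they share only a number. The block gave 22 genes in KO_db/db against db/db, 5 genes lower in db/db and higher in KO_db/db, and 1 acinar gene among the 9 upregulated. With the block, the sign turned for Mki67 (0.15) and the endothelial list (0.23) in KO_db/db against db/db, and for Mafa (0.0648) and Plagl1 (-0.0174) in KO_db/db against db/+.

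Other signs turned, among them these. With the acinar covariate, the first comparison gave 0.16 for Mki67, -0.27 for Ins2, 0.23 for Nkx6-1 and -0.15 for Reg1, db/db against db/+ gave -0.62 for Reg1, and KO_db/db against db/+ gave 0.42 for Mafa and -0.77 for Reg1. With RLE factors, Mafa was 0.0022 and the H3K4 demethylase list 0.0017 in KO_db/db against db/+. Without the filter, the stellate list was -0.36 in KO_db/db against db/db. As 1 library was left out in turn, values in KO_db/db against db/+ ran from -0.12 to 0.0562 for Mafa, from -0.0807 to 0.29 for Npr1, from -0.0173 to 0.21 for Plagl1, from -0.0491 to 1.41 for Clmp and from -0.12 to 0.0847 for the H3K4 demethylase list, and in db/db against db/+ Reg3b was at -1.23 without db/db mouse 2. Without db/+ mouse 1 the fit gave 7.68, which is not a measured size, since the other db/+ libraries had 0 counts of Reg3b. Among single genes and other lists, DESeq2 moved 11 results past the threshold and 2 below it, no filter 12 and 1, one fit 8 and 5, and the block 5 and 8.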

Differences from the paper's values

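The tests and alternatives of this part were set before the data were examined, apart from the 50-gene distances. Supplementary Data 1 gives fold changes with the sign turned, so that a negative value is higher in the group named first, and the paper's values are given here after turning that sign. The copy used holds 1999 of the paper's 34946 genes for KO_db/db against db/db, 1997 of 34947 for db/db against db/+, and 1997 of 34944 for KO_db/db against db/+, and no overlap or enrichment was computed on it.

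The log2 fold change of Aldh1a3 in db/db against db/+ was 8.92 (-8.92 on the scale of that table) against the paper's -8.08 as printed, or 8.08 with the sign turned (the paper's standard error is 0.713). It was within the larger of the paper's error and its own standard error with DESeq2 (8.97, further off, and within only by that fit's own standard error of 1.01), without db/db mouse 2 (8.35), without db/+ mouse 1 (8.74) and without db/+ mouse 2 (8.46), and under no other alternative. In KO_db/db against db/+ Aldh1a3 was 4.44 (-4.44 on that scale) against the paper's -3.74 as printed, or 3.74 turned. It was within the error without KO_db/db mouse 2 (4.05), without db/+ mouse 1 (4.26) and without db/+ mouse 2 (3.99), and under no other alternative. Mki67 in KO_db/db against db/+ was 2.51 (-2.51 on that scale) against the paper's -1.89 as printed, or 1.89 turned. It was within the error with the mouse number as a block (2.43), with the acinar covariate (2.96, further off, and within only by that fit's own standard error of 1.71), without KO_db/db mouse 1 (2.45) and without db/+ mouse 3 (2.43), and under no other alternative.

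The paper states that profiles of the KO β-cells resemble those of db/+ more than those of db/db. The distance ratio was 1.14, nearer to db/db, and above 1 under every alternative set before the data were examined. The paper cites Supplementary Fig. 6B for its statement. Its methods name for that heatmap the 50 genes most upregulated in KO_db/db against db/db, or in db/db against db/+. Both sets were tried here only after seeing the values. Over the first the distance ratio was 1.22. Over the second it was 0.674 and the KO_db/db libraries joined the db/+ libraries.

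The paper reports MafA and Slc30a8 as increased in KO β-cells compared to db/db, also by qPCR (Fig. 5A). For Mafa the log2 fold change was 2.35 here and 2.37 in the paper, so only the call differs. The adjusted p of Mafa and Slc30a8 was 0.0538 and 0.0739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 (6.58e-19 and 8.77e-12), no filter on low counts (3.31e-07 and 0.000108) and all 7 libraries in one fit (0.00763 and 0.0101) called both. Across all alternatives the adjusted p ran from 6.58e-19 to 0.529 for Mafa and from 8.77e-12 to 0.954 for Slc30a8. The upper ends came from the acinar covariate, in a fit that called no gene. Without it the highest adjusted p from edgeR was 0.0939 for Mafa and 0.129 for Slc30a8. The paper reports higher expression of the 6 Reg genes, with qPCR in Fig. 5C. In KO_db/db against db/db the log2 fold change of each was within the paper's standard error, as 8.08 against 8.11 for Reg1. Their adjusted p from edgeR in this comparison was between 0.0737 and 0.186. DESeq2 and all 7 libraries in one fit called all but Reg3g, no filter called all 6, and the mouse number as a block called Reg3a and Reg3d. The paper also reports higher NR5A2 in sorted KO β-cells. In KO_db/db against db/db, Nr5a2 had an adjusted p of 0.188 from edgeR, where DESeq2 and no filter called it. Against db/+, edgeR called it in KO_db/db (log2 fold change 4.34, adjusted p = 0.0165 from edgeR).

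The paper names β-cell proliferation among the terms enriched in KO β-cells. The proliferation list had a median of -0.70 in KO_db/db against db/+, and between -0.79 and -0.56 across the alternatives and as 1 library was left out in turn, with Mki67 among its 2 genes past the threshold for gene ontology. The paper names changed histone methyltransferases and demethylases. In KO_db/db against db/db neither list passed 0.05 with camera or fry in any fit where a list test was made; none was made with DESeq2 or with a library left out.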

Other observations

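The tests in this part were chosen only after the result was seen, apart from those set beforehand. These were the distance ratio without acinar and Reg genes, the fits of genes the paper names, and the medians and the camera and fry tests of the lists.

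The nearness of the KO_db/db libraries to db/db is not due to the acinar genes alone: without the acinar list and the Reg family the distance ratio was 1.11, still above 1, against 1.14 with them.

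The list of H3K4 methyltransferases was higher in both KO_db/db and db/db than in db/+. Kmt2a had 83.4 and 73.6 CPM in KO_db/db, 43.1 and 62.1 in db/db, and between 11.2 and 14.8 in db/+. These genes are long, with a median transcript length of 6679 bases against 3402 for all genes tested, and fold changes in KO_db/db against db/+ rose with length (Spearman correlation 0.251 across genes, which are not independent replicates). The list's median lay at percentile 98.6 of 10000 lists matched on length and expression, which argues against length as the whole cause. A lower share of insulin RNA would shift all other genes alike, and is argued against as the whole cause by percentile 99.97 among 10000 lists matched on expression alone. Differences between groups in RNA quality and a biological response to the db mutation stay open and were not tested.

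Nr5a2, which the paper measured by qPCR and immunostaining, had 2.55 and 0.680 CPM in KO_db/db and 0.0587 and 0.287 in db/db, a log2 fold change of 3.14 (standard error 1.03, adjusted p = 0.188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.89 without KO_db/db mouse 1. With the acinar covariate, in a fit that called no gene in either comparison of KO_db/db, it was 0.12. Against db/+ Nr5a2 rose by 4.34 (standard error 1.01, adjusted p = 0.0165 from edgeR), or by 0.62 with that covariate. In KO_db/db against db/db, DESeq2 (0.0427) and no filter (0.0296) called Nr5a2, and across the alternatives its adjusted p ran from 0.0296 to 0.9995. Cdh1, the gene of E-cadherin, rose by 0.30 in KO_db/db against db/db (standard error 0.16, adjusted p = 0.344 from edgeR) and by 0.49 against db/+ (standard error 0.11, adjusted p = 0.0163 from edgeR). Gipr rose by 0.83 against db/db (standard error 0.29, adjusted p = 0.209 from edgeR). Pdx1 rose by 0.24 (0.37 without db/db mouse 1, 0.12 without mouse 2), and Nkx6-1 had a log2 fold change of -0.0442 (0.26 without db/db mouse 1, -0.30 without mouse 2), neither past the threshold.

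Of the transcription factors of the motif analysis, Hic1 was lower in KO_db/db than in db/db by a log2 fold change of -1.57 (standard error 0.41, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher in db/db than in db/+ by 2.93 (adjusted p = 0.00504 from edgeR). Rxra was higher than in db/+ by 1.35 in db/db and 1.47 in KO_db/db. Rxra (0.10, or -0.11 without db/db mouse 1 and 0.35 without mouse 2), Tcf12 (0.0279, or -0.0313 without KO_db/db mouse 1 and -0.00923 without db/db mouse 1), Nr2f6 (0.48, or 0.19 without db/db mouse 1 and 0.85 without mouse 2) and Plagl1 (1.19) were not called in KO_db/db against db/db, and Zic2 was under the detection floor in each group.

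The other lists had these medians in KO_db/db against db/db. The delta list was at 2.21 (1.80 to 2.77 as 1 library was left out in turn) and the other genes named by the paper at 0.57 (0.47 to 0.85). The dedifferentiation list was at -1.35, but at -0.55 without KO_db/db mouse 2, -0.56 without db/db mouse 1 and -0.66 without db/db mouse 2. The immediate early and stress genes were at -1.68, or -2.68 without KO_db/db mouse 2, -1.10 without KO_db/db mouse 1 and -1.03 without db/db mouse 1. The ductal list was at 1.55, or 0.17 without KO_db/db mouse 1 and 3.05 without db/db mouse 2. PP was at 0.81, or 1.27 without db/db mouse 1 and 0.46 without db/db mouse 2. Alpha was at 0.0631, or -0.86 without KO_db/db mouse 2 and 0.39 without db/db mouse 1. The macrophage list was at -1.22, or -0.54 without db/db mouse 1 and -0.64 without KO_db/db mouse 1. Stellate was at 0.18, or -1.06 without KO_db/db mouse 2 and 0.94 without db/db mouse 2, and endothelial at -0.0340, or 0.79 without the same mouse and -0.63 without db/db mouse 1. Retinoic acid signalling was at -0.0521, or 0.15 without KO_db/db mouse 2, endoplasmic reticulum stress at 0.13, or 0.27 without db/db mouse 1, and the motif factors at 0.10, or 0.35 without db/db mouse 2 and -0.00923 without db/db mouse 1. Of these, camera gave an adjusted p under 0.05 to the dedifferentiation, immediate early, delta, ductal and paper's lists, and fry to none.

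The immediate early and stress genes were higher in db/db than in db/+ by a median of 3.46 (10 of 10 genes). Fos had 773 and 360 CPM in db/db, 55.1 and 290.3 in KO_db/db, and between 119 and 134 in db/+. Such genes respond to handling of cells as well as to metabolic state, and no explanation was tested.

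Cd79a, a B-cell gene chosen after its values were seen, had 39.9 and 19.4 CPM in KO_db/db, 1.00 and 2.41 in db/db, and 29.9 ± 7.65 CPM (SD, n = 3) in db/+. Its log2 fold change in KO_db/db against db/db was 4.09 (standard error 0.56, adjusted p = 0.0766 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in db/db against db/+ -4.12 (standard error 0.43, adjusted p = 0.00113 from edgeR). No explanation was tested.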
